# Comprehensive analysis of dysregulated circular RNAs and construction of a ceRNA network involved in the pathology of Alzheimer’s disease in a 5 × FAD mouse model

**DOI:** 10.3389/fnagi.2022.1020699

**Published:** 2022-11-17

**Authors:** Ting Sun, Li Zeng, Zhongdi Cai, Qingshan Liu, Zhuorong Li, Rui Liu

**Keywords:** Alzheimer’s disease, circular RNAs, competing endogenous RNA, 5 × FAD mice, microRNAs

## Abstract

**Introduction:**

Alzheimer’s disease (AD) causes a decline in cognitive function that poses a significant hazard to human health. However, the exact pathogenesis of AD and effective treatment have both proven elusive. Circular RNAs (circRNAs), which were initially deemed as meaningless non-coding RNAs, have been shown to participate in a variety of physiological and pathological processes. However, the variations and characteristics of circRNAs are not fairly well understood during the occurrence and development of AD.

**Methods:**

In this study, we performed RNA sequencing analyses, identified circRNA expression profiles, and explored the circRNA-associated competing endogenous RNA (ceRNA) relationship in the hippocampus of five familial AD (5 × FAD) mice with cognitive dysfunction.

**Results:**

The RNA sequencing results identified 34 dysregulated circRNAs in the hippocampus of 5 × FAD mice, including 17 upregulated and 17 downregulated circRNAs. The circRNA-miRNA interaction network for the dysregulated circRNAs was generated, and it was found to include 34 circRNAs and 711 miRNAs. Next, 2067 mRNAs potentially modulated by upregulated circRNA-interacting miRNAs and 2297 mRNAs potentially modulated by downregulated circRNA-interacting miRNAs were identified. Pathway enrichment analyses revealed that the circRNA-miRNA-mRNA network modulated AD development *via* multiple pathways, such as axon guidance, mitogen-activated protein kinase, and neurotrophin. The associated biological processes were mainly related to neuron projection development, cell morphogenesis, and head development. Their corresponding distributions were especially high in the axon, postsynapse, and neuronal body. We constructed a ceRNA network that included five circRNAs, four miRNAs, and 188 mRNAs. In this network, the differential expressions of three circRNAs (circRNA04655, circRNA00723, and circRNA01891), two miRNAs (miR-3470b and miR-6240), and 13 mRNAs (*Vgll3*, *Nhsl2*, *Rab7*, *Tardbp*, *Vps33b*, *Fam107a*, *Tacr1*, *Ankrd40*, *Creb1*, *Snap23*, *Csnk1a1*, *Bmi1*, and *Bfar*) in the hippocampus of 5 × FAD mice using qRT-PCR analyses were consistent with the RNA sequencing results. Another one circRNAs (circRNA00747) and two mRNAs (*Zfp37* and *Polr1e*) had similar expression trends to the sequencing data, while circRNA03723 and *Mapk10* had deviated expression trends to the sequencing data.

**Conclusions:**

In conclusion, our study uncovered dysregulated circRNA expression profiles in the hippocampus of 5 × FAD mice, stretched comprehension of ceRNA biology, investigated the potential role of this ceRNA network in pathogenesis and progression, and identified potential biomarkers and therapeutic targets for AD.

**Graphical abstract:**
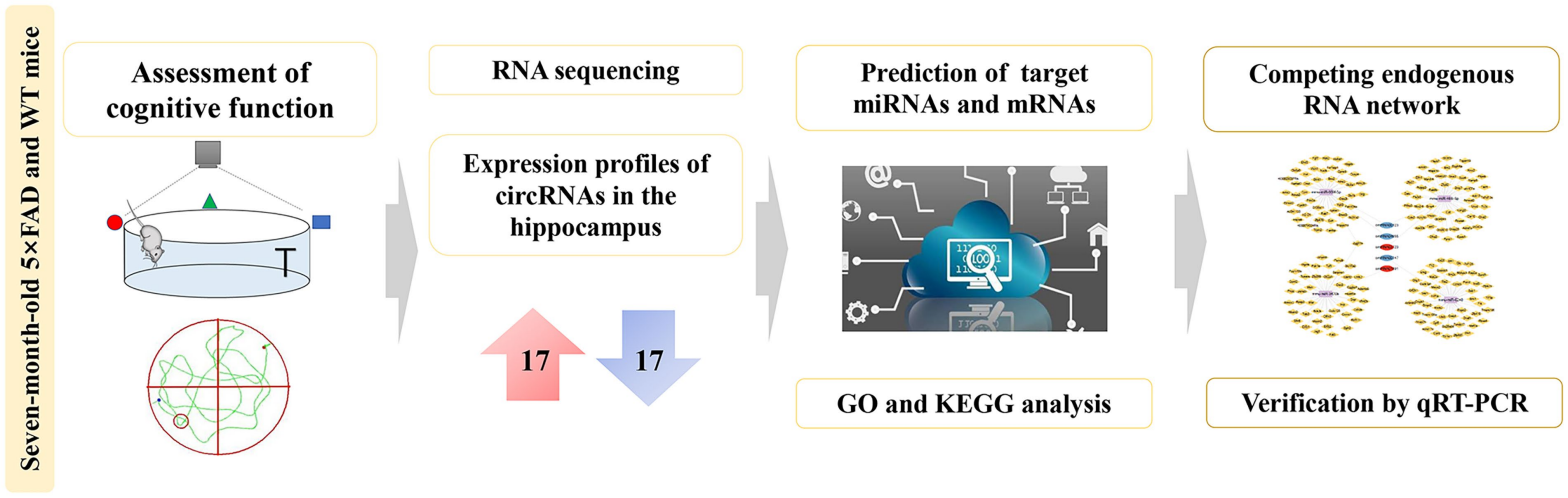
Comprehensive analysis of dysregulated circRNAs and construction of a ceRNA network involved in the pathology of Alzheimer’s disease in a 5 × FAD mouse model.

## Introduction

Alzheimer’s disease (AD) is a critical degenerative disorder that causes progressive impairment of cognition and behavior (Gonzales et al., 2022). The main pathological features of AD are bound up with two protein abnormalities, plaques with excessive accumulation of amyloid and neurofibrillary tangles formed by tau protein hyperphosphorylation. In addition, neuronal loss, neuroinflammation, and synaptic dysfunction can be observed in AD brains (Scheltens et al., 2021). Although there are numerous strategies for slowing or preventing the rapid progression of AD, no feasible treatments are currently available (Mahaman et al., 2021). Therefore, the discovery of possible biomarkers and curative perspectives for AD is of great importance for clinical diagnosis and drug discovery.

Circular RNAs (circRNAs), linked with covalent bonds to form a closed ring, are a particular category of non-coding RNAs (Chen et al., 2021). Unlike linear RNAs, there are neither 5′ caps nor 3′ polyadenylated tails in circRNAs (Zhang L. et al., 2021). The structure types of circRNAs encompass single exons, multiple exons, introns, and combinations of introns and exons (Chen, 2020). Because their loop structure is fixed by covalent bonds, circRNAs are resistant to exonucleases and highly stable (Sanger et al., 1976). circRNAs were originally considered an artifact of alternative splicing caused by exon transcription errors and did not serve any physiological function (Hansen et al., 2013). However, evidence is emerging that circRNAs are implicated in the occurrence and development of multiple diseases, including nervous system disorders, cardiovascular diseases, cancer, and diabetes. Moreover, circRNAs are thought to play different functional roles depending on their location (Yang et al., 2017). Thus, circRNAs in the nucleus mainly transcribe their parental genes (Zhou et al., 2020), while those in the cytoplasm are mainly miRNA sponges, protein sponges, or templates for peptides translation (Piwecka et al., 2017).

circRNAs are abundantly distributed in the mammalian nervous system (compared with other organs), where they are involved in neuronal differentiation and synaptogenesis (Gokool et al., 2020). Research in *Drosophila* and mouse has revealed that circRNA expression is dramatically increased (relative to linear RNAs) in the central nervous system with aging (Westholm et al., 2014; Gruner et al., 2016). As a consequence, circRNAs may be indispensable signals in neurodegenerative diseases. In line with the broad spectrum and accuracy of RNA sequencing technologies, circRNAs functions and changes in their expression profile during AD progression have attracted increasing attention. In AD mice, circRNAs may function as miRNA sponges *via* the competing endogenous RNA (ceRNA) action. A study revealed that the serum of AD patients contains abnormally high levels of circLPAR1, which increases target gene levels by competitively binding to miR-212-3p (Wu et al., 2021). Likewise, ciRS-7 functions as a ceRNA to sponge miR-7 in the regulation of ubiquitin-protein ligase A, which is well-known to coordinate the scavenging of amyloid (Zhao et al., 2016). Currently, the role of circRNAs in the pathogenesis of AD and the complexity involved in the circRNA-centered ceRNA networks have not been widely studied.

In this study, we firstly reported the differentially expressed circRNA profiles in the hippocampus of five familial AD (5 × FAD) mice compared with wild-type (WT) mice using RNA sequencing analysis. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis presented the potential biological functions and signaling pathways of these dysregulated circRNAs. Furthermore, we established a circRNA-miRNA-mRNA network from the present sequencing data to obtain new potential biomarkers and drug targets for AD. Finally, we verified the expression of key circRNAs, miRNAs, and mRNAs within the network using qRT-PCR analysis (Figure 1). These findings might provide a better understanding of the characteristics and functions of circRNAs in the pathogenesis of AD.

**Figure 1:**
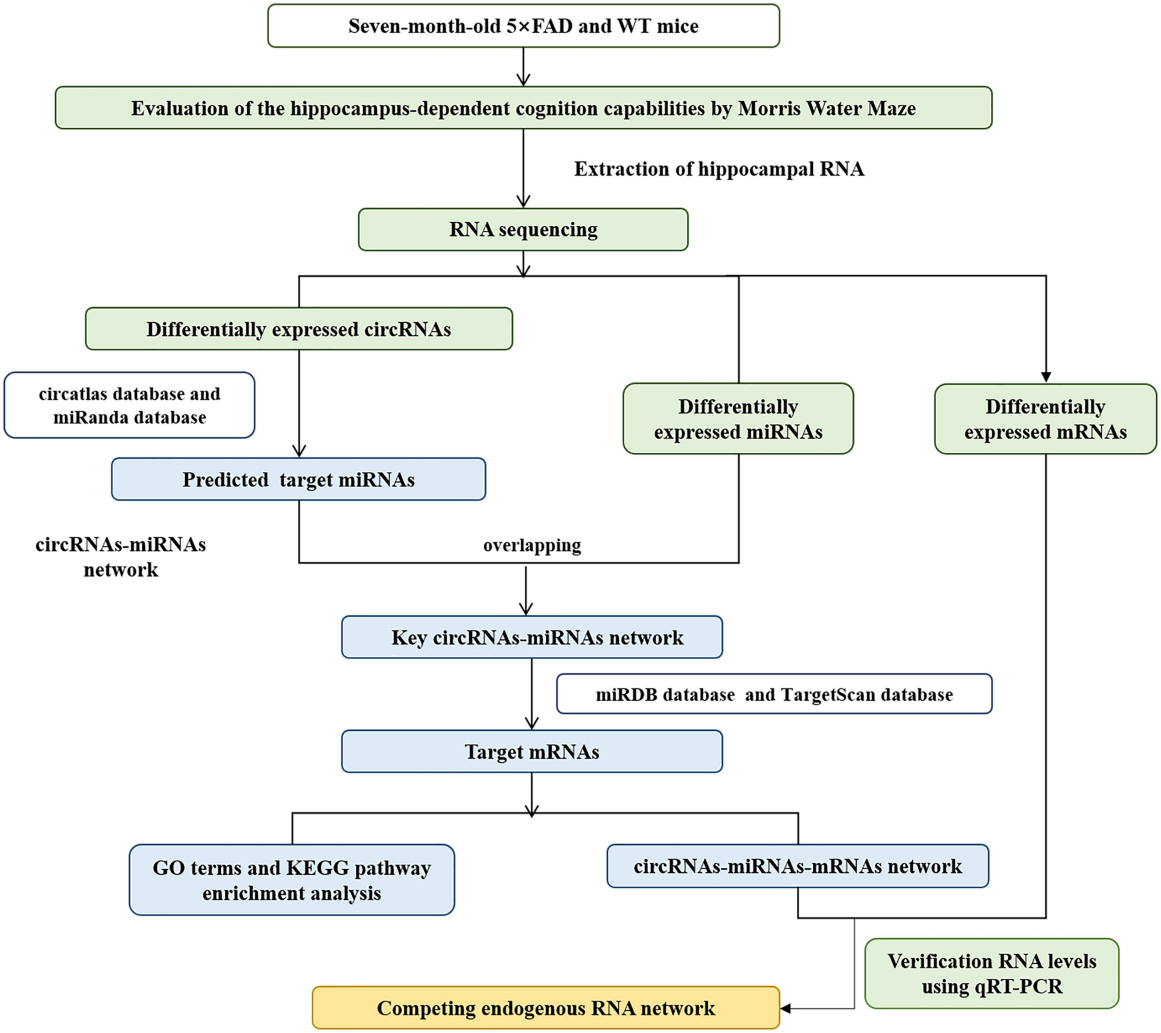
Workflow for circRNA analysis and ceRNA network construction.

## Materials and methods

### Animals

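Sex-linked transcripts were counted in each of the RNA sequencing libraries. The deposited count table covers 12 libraries, 3 labelled WT and 3 labelled 5 × FAD in each of the hippocampus and the cerebral cortex, and libraries are named here by their label and number. The labels of single libraries do not give a sex. Xist is a long non-coding RNA made from the inactive X chromosome of female cells, and its transcript with the most counts (ENSMUST00000127786) lies on chromosome X of GRCm38 from 103460366 to 103483254. Kdm5d, Eif2s3y, Uty and Ddx3y lie on chromosome Y, and the table lists 16 transcripts of these 4 genes. In the hippocampus, the Xist transcript had 14, 18 and 25 counts in the libraries labelled WT 1, WT 2 and WT 3. It had 30449 counts in 5 × FAD 1, 40817 in 5 × FAD 2 and 14 in 5 × FAD 3. The summed counts of the Y-linked transcripts in the hippocampus were 1661, 1516 and 1240 in WT 1, WT 2 and WT 3, 0 in both 5 × FAD 1 and 5 × FAD 2, and 1074 in 5 × FAD 3. In the cerebral cortex, Xist had 4, 6 and 12 counts in WT 1, WT 2 and WT 3, 46604 in 5 × FAD 1, 31964 in 5 × FAD 2 and 6 in 5 × FAD 3. The Y-linked transcripts summed there to 1084, 1308 and 1125 counts in WT 1, WT 2 and WT 3, 0 in 5 × FAD 1 and 5 × FAD 2, and 1276 in 5 × FAD 3. With 3 counts as the smallest amount taken as detected, Y-linked transcripts were detected in 8 of the 12 libraries. Taking the same number in both regions as the same mouse, they were detected in both regions of 3 of the 3 mice labelled WT and 1 of the 3 labelled 5 × FAD.

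**Figure D1:**
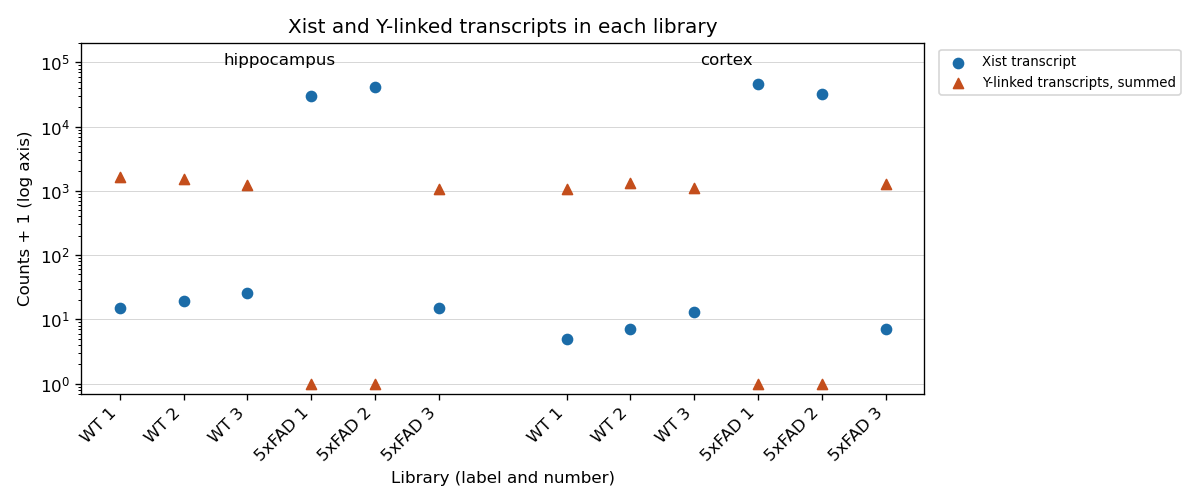
Counts of the Xist transcript (circles) and summed counts of the 16 Y-linked transcripts (triangles) in each of the 12 libraries, with 1 added to each count and a log axis. Libraries are ordered by region, label and number. Xist lies between 30449 and 46604 counts in the libraries labelled 5 × FAD 1 and 5 × FAD 2, where the Y-linked transcripts are at 0, and between 4 and 25 counts in the other libraries.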

Seven-month-old 5 × FAD mice and age-matched WT mice, with one male and two females in each group, were used in this study. 

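The transgenes of the 5 × FAD strain are driven by elements of the mouse Thy1 gene, so transgene reads might be counted on Thy1. Whether they fall on the Thy1 transcripts listed here was not tested. On GRCm38, mouse App lies on chromosome 16 from 84949685 to 85173766 and Thy1 on chromosome 9 from 44043384 to 44048579. The count table lists no transcript of App and 2 of Thy1, neither of which is a protein-coding transcript. The Thy1 retained-intron transcript ENSMUST00000213632, from 44045184 to 44046375, had 90, 117 and 66 counts in the hippocampus libraries labelled WT 1 to WT 3 and 240, 322 and 100 in those labelled 5 × FAD 1 to 5 × FAD 3. Its log2 fold change there was 1.43 (standard error 0.44, adjusted p = 0.612 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Thy1 processed transcript ENSMUST00000213733, from 44047922 to 44048574, had 50, 27 and 73 counts in WT and 183, 299 and 58 in 5 × FAD, a log2 fold change of 1.97 (standard error 0.64, adjusted p = 0.612 from the same edgeR test). For the processed transcript, the adjusted p lay between 0.184 and 0.927 over the alternative fits, those that each left out a library included. In the cerebral cortex, the log2 fold changes of the retained-intron and processed transcripts of Thy1 were 0.82 (standard error 0.40) and 1.78 (standard error 0.62), each with an adjusted p of 0.912 from edgeR. The retained-intron transcript had between 115 and 149 counts in the WT libraries of the cortex and 354, 234 and 113 in 5 × FAD 1 to 5 × FAD 3, and the processed transcript had 54, 53 and 36 in WT and 208, 233 and 44 in 5 × FAD. In both regions the library labelled 5 × FAD 3 lay below the other two libraries labelled 5 × FAD for both Thy1 transcripts, and its counts did not exceed those of the highest WT library. By TMM-scaled counts, it was at 1.24 and 1.29 times the WT mean of the retained-intron and processed transcripts in the hippocampus, and at 0.814 and 0.873 times in the cortex. In the cortex, the direction of the Thy1 change therefore rests on the libraries labelled 5 × FAD 1 and 5 × FAD 2.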

The 5 × FAD mice are typical transgenic mice for AD research that co-express a total of five familial AD mutations [*APP K670N/M671L* (Swedish) + *I716V* (Florida) + *V717I* (London) and *PS1 M146L* + *L286V*]. The Experimental Animal Care and Use Committee of Institute of Medicinal Biotechnology approved the experimental animal protocols (No. IMB-20210602D101). All mice were housed in an environment with a standard diet and clean water.

### Cognitive behavior test

The Morris water maze (MWM) test was used to evaluate the impairment of spatial learning and memory of 5 × FAD mice (Liu et al., 2018; Jiang et al., 2022; Sun et al., 2022). A different cohort from the Cai et al. (2022) study was used for MWM test. Briefly, The testing included place navigation training and space memory trials. During the first 5 days, place navigation training of mice was conducted. Each mouse performed four tests from four quadrants as starting position, and each investigation was limited to 60 s. The time that mice found the platform was recorded as escape latency. Those mice that did not find the platform within 60 s were directed to the platform and stayed for 60 s. On the 6th and 7th days, spatial memory trials were performed in the pool without the platform. The number of crossings (as mice sought the original platform) and the duration within the target quadrant (where the original platform was located) were recorded.

### RNA extraction

After the MWM, the mice were euthanized *via* cervical dislocation, and the obtained samples were preserved in liquid nitrogen. The total RNA of the hippocampus was isolated with TRIzol reagent (Invitrogen, CA, United States) according to the previous protocol (Zhao et al., 2022). The RNA sample used in this study was the same cohort as our reported investigation (Cai et al., 2022). Subsequently, the RNA integrity was determined using gel electrophoresis (Supplementary Figure 1). The RNA concentration was determined on Spark 20 M microplate reader (Tecan Group Ltd., Switzerland; Supplementary Table 1).

### RNA sequencing

Ribosomal and linear RNAs were removed from total RNA using the Ribo-off rRNA Depletion kit and RNase R (Vazyme Biotech Co., Ltd., China). The rRNA free residue was cleaned up by ethanol precipitation. cDNA libraries were constructed from rRNA-depleted RNA using the VAHTS^™^ Stranded mRNA-seq Library Prep Kit for Illumina (Vazyme Biotech Co., Ltd., China). The quality of the libraries was then estimated using Agilent 2100 Bioanalyzer system and FastQC (Version 0.11.2). Mass shear was performed by Trimmomatic (Version 0.36) to obtain relatively accurate and effective data. An Illumina HiSeq 2500 platform was used to analyze the library sequences. CircRNAs were identified using CIRI2 (Version 2.06) after alignment with the reference genome using Burrows-Wheeler-Alignment Tool. Subsequently, variable shear analysis was performed using CIRI-AS (Version 1.2). BEDtools was used to determine the origin of circRNAs based on circRNA location information and gene annotations. The Reads Per Kilobase Million (RPKM) formula based on BSJ reads was used to calculate the expression of circRNA and DESeq2 (Version 1.12.4) was used for differential analysis of transcript expression. The RNA sequencing procedures were undertaken by Sangon Biotech (Shanghai, China). 

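Total RNA of the hippocampus and cerebral cortex of 3 WT mice and 3 5 × FAD mice was also made into stranded, paired-end libraries of long RNA after ribosomal RNA had been depleted. The labels of these libraries do not name the RNase R step, which removes linear RNA. The authors deposited 1 table of whole-number counts per transcript for these libraries, without normalization, and this table was analysed here. The circRNA, miRNA and mRNA values behind the figures of the paper were not analysed here. The table lists 48033 transcripts, of which 45597 carry an Ensembl transcript identifier and 2436 are assembled transcripts from 1799 loci. A total of 7951 transcripts had 0 counts in every library. The paper's text does not name the program that counted the reads of this table, the genome build or the annotation release. Of the Ensembl identifiers, 45372 were matched to the GENCODE M21 annotation of GRCm38. There, 19028 are retained-intron transcripts, 14195 are processed transcripts, 7291 are lincRNAs, 3958 are antisense transcripts and 222 are protein-coding transcripts. Counts of transcripts of one gene are not independent where reads can be assigned to more than one of them. The total count per library was between 4449939 and 5014389 in the hippocampus of WT mice (median 4862293, n = 3) and between 3962768 and 4415934 in the hippocampus of 5 × FAD mice (median 3996386, n = 3). In the cerebral cortex, it was between 3517967 and 4552792 in WT mice (median 4133565, n = 3) and between 3687642 and 4452751 in 5 × FAD mice (median 4357454, n = 3). Assembled transcripts took between 33.2% and 40.7% of the counts of a library, and Malat1 took between 7.04% and 9.41%. The smallest amount taken as detected corresponds to between 0.598 and 0.853 CPM (counts scaled to the library total), a floor that covers counting error only. Transcripts with too few counts were removed by edgeR's filterByExpr, leaving 21894 transcripts in the hippocampus and 21999 in the cerebral cortex. Libraries were scaled by the TMM method, and 5 × FAD was compared with WT within each region. The filter, the scaling and the choice of test can each change how many transcripts are called different.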

Data have been deposited in Gene Expression Omnibus (GEO) with the accession code GSE206562.

### Prediction of miRNA targets of circRNAs and ceRNA network construction

The circatlas^1^ and miRanda^2^ were used to predict the miRNAs with the strongest binding to differently expressed circRNAs. The circatlas is a comprehensive resource database that integrated over one million circRNAs across multiple species and a variety of tissues, as well as the binding relationships between circRNAs and miRNAs. The miRanda database provided predictive information about miRNA targets in the genomes of multiple species and the expression profiles of miRNAs in different tissues. miRDB,^3^ and TargetScan^4^ databases were employed to predict the interactions of mRNA-miRNA. miRDB is a database for miRNA target prediction and functional annotations. TargetScan predicted biological targets of miRNAs by searching for the presence of conserved sites that match the seed region of each miRNA. A circRNA-miRNA-mRNA network was then formed and visualized using Cytoscape software (v3.7.2).

### Enrichment analyses of GO enrichment and KEGG enrichment

KEGG enrichment was performed to analyze the enriched pathways associated with circRNA target genes (Chen et al., 2020; Shen et al., 2020). The GO knowledge base was used to describe information on the functions of genes, including biological processes (BP), molecular functions (MF), and cellular components (CC). GO and KEGG analyses were implemented using GENEONTOLOGY^5^ and KEGG^6^ databases.

### Detection of RNA expression levels by qRT-PCR

The remaining RNA samples from the RNA sequencing were used to perform qRT-PCR. For circRNA, mRNA and GAPDH, cDNA was synthesized by HiscriptIII RT SuperMix 1st Strand cDNA synthesis kit and the qRT-PCR was completed using SYBR Master Mix kits (Vazyme, Nanjing, China). For miRNA and U6, miRNA Synthesis Kit and miRNA SYBR Master Mix were used (Vazyme, Nanjing, China). Sangon Biotech (Shanghai, China) produced all primers (Table 1). 

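The primer sequences were searched for exact matches in the 141767 mouse transcripts of GENCODE M21 on GRCm38. The miRNA and U6 primers were not analysed here. All 16 mRNA pairs matched a transcript of the named gene with the primers facing each other, giving amplicons of 172 to 380 bp. The primers of 4 of these pairs lie within one exon and those of the other 12 lie in different exons. For example, the Creb1 pair spans 64574101 to 64597242 on chromosome 1, from exon 7 to exon 9 of ENSMUST00000049932, with an amplicon of 315 bp in the coding sequence. The Snap23 pair spans 120586252 to 120594947 on chromosome 2, from exon 5 to exon 6 of ENSMUST00000028743, with an amplicon of 172 bp. Primers for a circRNA face away from each other on the linear transcript, so that only the back-spliced junction gives a product. This orientation was found for 4 of the 5 circRNA pairs, all within coding sequence. The circRNA04655 pair matched Elavl2 on chromosome 4, between 91281264 and 91311631, in exons 4 and 2 of ENSMUST00000107116. The circRNA01891 pair matched Mllt10 on chromosome 2, between 18101512 and 18162847, with the forward primer in exon 12 and the reverse primer across exons 5 and 6 of ENSMUST00000114671. The circRNA03723 pair matched Dock3 on chromosome 9, between 107023825 and 107108449, in exons 12 and 5 of ENSMUST00000044532. The circRNA00747 pair matched Strn3 on chromosome 12, between 51621837 and 51661693, in exons 15 and 2 of ENSMUST00000013130. The circRNA00723 primers, AGCATGGTGAGTAATGCCTTGA and ATGAGAGAGGCAGCTGACAGTA, matched no transcript exactly. Against the 12 transcripts of its host gene Myt1, their best ungapped alignments had 8 and 7 mismatches over 22 bases. Introns and intergenic sequence were not searched. The GAPDH forward primer TGACTTCAACAGCGACACCCA and reverse primer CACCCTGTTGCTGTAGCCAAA had at least 3 and 2 mismatches over 21 bases to the 13 transcripts of mouse Gapdh. The only exact match of either GAPDH primer was in the transcript of Gm5839.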

Relative gene expression levels were calculated using the 2^−ΔΔCT^method.

**Table 1:** Primer sequences of the RNAs in the present study.

Name	Sequence (5′ → 3′)
miR-3470b-F	AGGTGTTCTCACTCTGTAGACC
miR-3470b-R	CAGTGCAGGGTCCGAGGT
miR-3470b-RT	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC
miR-6240-F	AAGTATTCCCAAAGCATCGCG
miR-6240-R	CAGTGCAGGGTCCGAGGT
miR-6240-RT	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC
miR-466i-5p-F	ACGAGATCTGTGTGTGTGTGT
miR-466i-5p-R	CAGTGCAGGGTCCGAGGT
miR-466i-5p-RT	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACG
miR-669f-5p-F	AATGCACAGTTGTGTGTGCAT
miR-669f-5p-R	CAGTGCAGGGTCCGAGGT
miR-669f-5p-RT	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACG
circRNA01891-F	CGCTGCTCAGGAATGGAAGTT
circRNA01891-R	ACAAACCACATGAGCCCAACC
circRNA00747-F	TCAACACTGGTAGTGCGGTAA
circRNA00747-R	ATTCTCTTGACCTTTCCTTTCTCCT
circRNA03723-F	TCCTGCTCACCTGCACTACA
circRNA03723-R	TCCAGCGGAACCACAGTTTC
circRNA00723-F	AGCATGGTGAGTAATGCCTTGA
circRNA00723-R	ATGAGAGAGGCAGCTGACAGTA
circRNA04655-F	TGACCCCAAGGATGCAGAGA
circRNA04655-R	GCAGAGAAGCCACATCACACA
Vgll3-F	GCGTCTGAGTCTTGGCACTATCC
Vgll3-R	TGAGGTAGCCGTGGTGACTGTAG
Nhsl2-F	AGGAACCTGGAGCAGAGGAAGTC
Nhsl2-R	TGAGAGGACAAGGCTGGAGGATG
Rab7-F	AGGAGGTGATGGTGGACGACAG
Rab7-R	GGCACTGGTCTCGAAGTAAGGAATG
Tardbp-F	GATAGATGGGCGATGGTGTGACTG
Tardbp-R	GCAAAGGTGACGAAGGCAAAAGC
Zfp37-F	CACACTGCCGTACTCCATCTAAACC
Zfp37-R	TGCCACACTGTTCACACTCGTATG
Vps33b-F	TGGAGGAAACTGGAGGAGGAAGAAG
Vps33b-R	TTGCGGATCTCACTGAACACCTTG
Mapk10-F	GTTAGTGATTGACCCAGCGAAGAGG
Mapk10-R	GACAGACGAGGATGGAGGGAGAC
Fam107a-F	CAAAAGGGGCTTGGGTATGGACAG
Fam107a-R	GTCAGTGTGGTGATTCTGCGTAGG
Tacr1-F	AACTTCACCTACGCAGTCCACAAC
Tacr1-R	GCATAGCCAATCACCAGCAGAGG
Ankrd40-F	AACCGCTCCCTGTTCTCTGTCC
Ankrd40-R	CAGCAGTTCTTGGTAGGTGAGTTCC
Creb1-F	GCTGGCTAACAATGGTACGGATGG
Creb1-R	GCTGCCTCCCTGTTCTTCATTAGAC
Snap23-F	GCCTCTGCATCTGCCCTTGTAATAG
Snap23-R	TATCCACCACTGGCTGCTCCTG
Csnk1a1-F	ACAACAGGACAAGGCAACACATACC
Csnk1a1-R	CAACACCTCAACAGGAGTGGACATC
Bfar-F	GGAGTGAAGCCACCGCAGAATC
Bfar-R	AACAGAGAGCAGCACGGCATTG
Polr1e-F	CCTGCTGGATGACGATGCTATTGAG
Polr1e-R	GGAGGAAGGTAGAGGACGCCATC
Bmi1-F	GATGGACTGACGAATGCTGGAGAG
Bmi1-R	TGGCAAAGGAAGATTGGTGGTTAGC
GAPDH-F	TGACTTCAACAGCGACACCCA
GAPDH-R	CACCCTGTTGCTGTAGCCAAA

### Acquisition of circRNA datasets and data processing

To clarify the novelty of these key circRNAs in the hippocampus of 5 × FAD mice, we compared the circRNAs from different datasets in various AD models that were downloaded from the GEO, with the species limitation (mouse and rat) and the biological sample type (different brain regions). The circatlas^7^ and circBase^8^ were used to convert the circRNA ID and name. The GEO dataset containing the expression level of cicrRNA and miRNA associated with AD were selected, including GSE138382, GSE129053, GSE121769, GSE52023, GSE166393, GSE48028, GSE158995, GSE190880, GSE132177, GSE194137, GSE153180, GSE20447, GSE186929, and GSE129054. The significantly dysregulated RNAs were screened with|Fold Change| ≥ 1 and *p-*value <0.05.

### Statistical analysis

Data analyses were conducted by SPSS software (Version 18.0, SPSS, Inc., Chicago, IL, United States). One-way Repeated Measures ANOVA was used to analyze escape latency and swimming speed. Student’s *t*-test was used to analyze the other data. Differentially expressed circRNAs, miRNAs, and mRNA following the RNA sequencing were screened with |Fold Change| ≥ 1 and *p-*value <0.05. Results are presented as mean ± standard deviation (S.D.). The statistical criterion used was *p* < 0.05.

## Results

### Spatial cognition dysfunction in 5 × FAD mice

We estimated the hippocampus-dependent cognition capabilities of 5 × FAD mice using the MWM test prior to RNA-sequencing detection. The results revealed that 5 × FAD mice exhibited impairments in recognition ability (compared with WT mice), as demonstrated by longer escape latencies (*p* = 0.0072; Figures 2A), less duration within the target quadrant (*p* = 0.0052 and *p* = 0.0001, respectively; Figures 2C), as well as fewer platform crossings (*p* = 0.02 and *p* = 0.03, respectively; Figures 2D). 5 × FAD mice did not exhibit motor dysfunction, reflected in the same swimming speeds as WT mice (Figure 2B). Representative traces of the spatial memory trials are shown in Figure 2E, and these indicate that 5 × FAD mice exhibited an aimless travel path. Collectively, the above results reveal that 7-month-old 5 × FAD mice present hippocampus-dependent spatial cognitive impairment.

**Figure 2:**
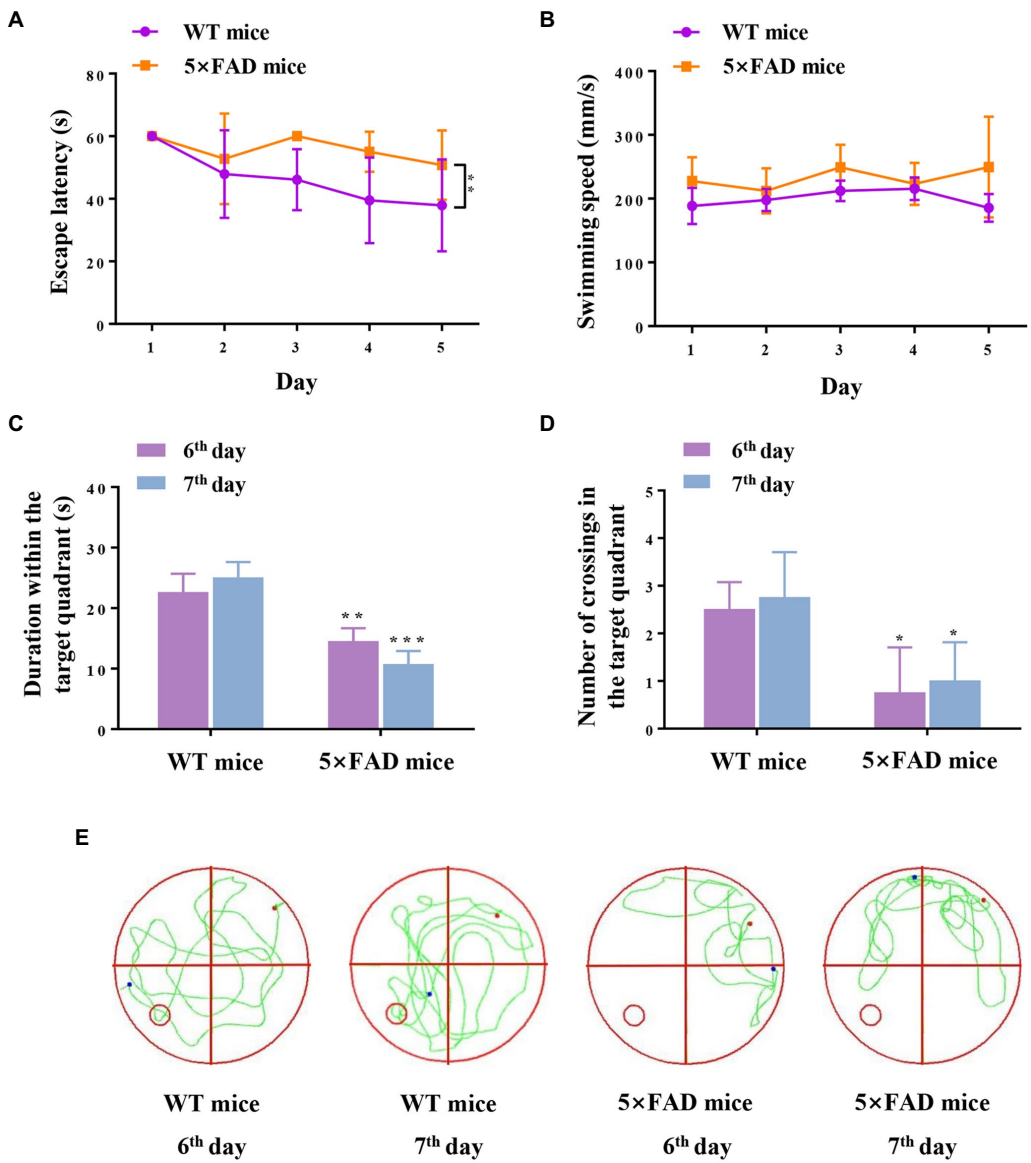
Cognition and memory capabilities in WT and 5 × FAD mice. **(A)** Escape latency of mice during five-day navigation training in MWM test. **(B)** Swimming speed during five-day navigation training in MWM test. **(C)** Duration within the target quadrant in space memory trials on the 6th and 7th days. **(D)** Number of crossings through the original platform position in space memory trials on the 6th and 7th days. **(E)** Representative traces of mice in the spatial probe test on the 6th and 7th days. The red dots indicate the position of the mouse at the beginning of the spatial exploration trial, the blue dots indicate the position of the mouse at the end of the 60-s trial, and the green line indicates the representative traces of mice. Data are displayed as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001 vs. WT mice.

### Identification of circRNAs in 5 × FAD mice

The next-generation sequencing was performed to profile circRNA expression in the hippocampus of 5 × FAD and WT mice. In total, 11,112 circRNAs were detected in the hippocampus through sequencing. The expression distribution of all circRNAs was presented in the volcano diagram, in which the expression of 34 circRNAs was significantly different between 5 × FAD and WT mice, including 17 upregulated and 17 downregulated circRNAs (Figure 3A). The details of these circRNAs are listed in Table 2. A clear distinction between the circRNA expression patterns in different species of mice was shown in the hierarchical clustering diagram (Figure 3B). In addition, we classified the aberrantly expressed circRNAs in the light of their chromosomal location (Figure 3C). The results reveal that 20.58 and 14.7% of circRNAs were derived from chromosome 9 and 2, respectively. Finally, we found that circRNAs with lengths between 400 and 600 bp accounted for the major proportion (Figure 3D).

**Figure 3:**
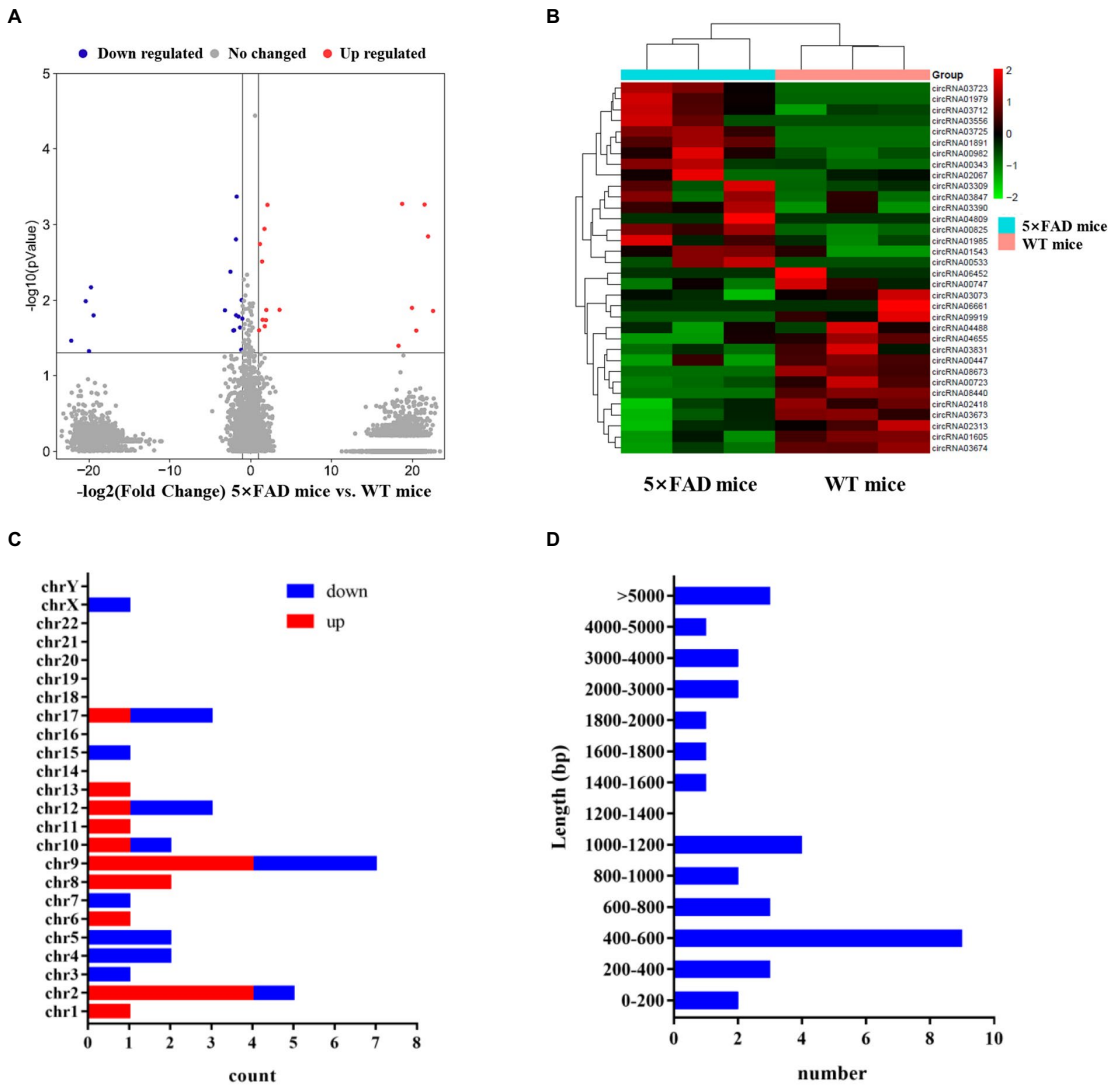
Expression profiles of circRNAs in 5 × FAD mice and WT mice. **(A)** Volcano plot of the circRNAs in the hippocampus of 5 × FAD mice and WT mice. The red dots indicate significantly upregulated circRNAs, the blue dots indicate the significantly downregulated circRNAs, and the gray dots indicate the circRNAs that have no change. **(B)** Heatmap of the aberrant circRNAs indicating the variation of significantly dysregulated circRNAs in the hippocampus of 5 × FAD mice. **(C)** Chromosomal locations of the aberrant circRNAs. The *X*-axis shows the number of circRNAs, and the *Y*-axis represents the chromosomal number. **(D)** The sequence length of the aberrant circRNAs. The *X*-axis indicates the number of circRNAs, and the *Y*-axis represents the length ranges.

**Table 2:** Information of differentially expressed circRNAs.

circRNAs	log2Fold change	*P*-value	Regulation	GC content (%)	circRNAs type
circRNA03556	22.53377519	0.013892798	Up	45.40229885	Exonic
circRNA03725	21.92096778	0.001434715	Up	40.90909091	Exonic
circRNA01979	21.48389791	0.000544358	Up	47.88069074	Exonic
circRNA00533	20.45822601	0.025267743	Up	43.75	Exonic
circRNA01891	19.93244316	0.012664519	Up	44.94382022	Exonic
circRNA03723	18.71480295	0.000533453	Up	39.52113509	Exonic
circRNA04809	18.26752047	0.040125467	Up	60.10781671	Exonic
circRNA00343	3.559259969	0.013435605	Up	44.24951267	Exonic
circRNA03712	2.066163958	0.000549785	Up	41.26106195	Exonic
circRNA01543	1.931690653	0.013484152	Up	68.37606838	Exonic
circRNA03390	1.881637631	0.018354902	Up	52.32903865	Exonic
circRNA03847	1.734807686	0.022120789	Up	45.40441176	Exonic
circRNA00982	1.695434754	0.001141365	Up	34.39878234	Exonic
circRNA02067	1.469244466	0.018185027	Up	51.09649123	Exonic
circRNA01985	1.402530297	0.003080891	Up	51.76056338	Exonic
circRNA00825	1.140773707	0.001808919	Up	44.38239893	Exonic
circRNA03309	1.030662355	0.025049036	Up	52.29681979	Exonic
circRNA02418	−1.033076974	0.017550638	Down	42.22440945	Exonic
circRNA04488	−1.133775465	0.009987767	Down	49.91776316	Exonic
circRNA01605	−1.177668696	0.045440296	Down	55.20446097	Exonic
circRNA03073	−1.325214463	0.023002072	Down	41.03819785	Exonic
circRNA02313	−1.512189587	0.016491331	Down	48.03293687	Exonic
circRNA00723	−1.734546089	0.000427638	Down	46.40522876	Exonic
circRNA00447	−1.803989196	0.015843509	Down	41.18476728	Exonic
circRNA03673	−1.817298272	0.001569667	Down	50.70063694	Exonic
circRNA04655	−2.051676194	0.025000319	Down	46.46924829	Exonic
circRNA00747	−2.153043019	0.0251707	Down	38.07649044	Exonic
circRNA03674	−2.508877673	0.004209075	Down	49.73758579	Exonic
circRNA03831	−3.183369042	0.013633279	Down	41.19496855	Exonic
circRNA06452	−19.42529847	0.015893812	Down	46.24277457	Exonic
circRNA08673	−19.74008741	0.006766295	Down	50.51282051	Exonic
circRNA06661	−19.98418488	0.047256341	Down	38.2183908	Exonic
circRNA08440	−20.39221528	0.010326992	Down	52.07995678	Exonic
circRNA09919	−22.18106979	0.034379652	Down	46.51685393	Exonic

### Prediction of circRNA-miRNA interactions

circRNAs regulate gene expression *via* functioning as sponges that sequester specific target miRNAs (Kristensen et al., 2019). We utilized the circatlas database and the miRanda database to identify miRNAs that potentially correspond to the circRNAs of interest. There were 1,020 circRNA-miRNA interactions involving 34 circRNAs and 711 miRNAs (Figure 4A; Supplementary Table 2). For a more accurate prediction of potential miRNA targets, differentially expressed miRNAs identified in the RNA sequencing experiment were used for further analysis (Supplementary Table 3; Supplementary Figure 2). By intersecting the predicted target miRNAs with the miRNAs identified through sequencing, we identified 439 overlapping miRNAs in the hippocampus of 5 × FAD mice (Figure 4B; Supplementary Table 4). In the resulting network constructed using Cytoscape, we set the algorithm of the Degree to greater than three times the median to obtain 41 key miRNAs. Several types of interactions could be identified within this group of key miRNAs, including four upregulated circRNAs (circRNA03725, circRNA02067, circRNA03847, and circRNA03390) that interacted with downregulated miRNAs, one upregulated circRNA (circRNA03556) that interacted with upregulated miRNAs, three downregulated circRNAs (circRNA03073, circRNA02313, and circRNA04655) that interacted with upregulated miRNAs, five downregulated circRNAs (circRNA00447, circRNA00747, circRNA06661, circRNA00723, and circRNA01605) that interacted with downregulated miRNAs, and circRNAs that exhibited double interactions with upregulated or downregulated miRNAs (Figure 4C; Supplementary Table 5). Moreover, based on higher betweenness centrality and closeness centrality in the network, it could be deduced that a single circRNA might potentially interrelate with one or more miRNAs, and that one miRNA might be simultaneously affected by multiple circRNAs. For instance, circRNA00723 potentially interacted with miR-466i-5p, miR-5623-5p, miR-7058-5p, and miR-669f-5p. Conversely, miR-3971 might be co-connected with circRNA03673, circRNA06452, and circRNA08440.

**Figure 4:**
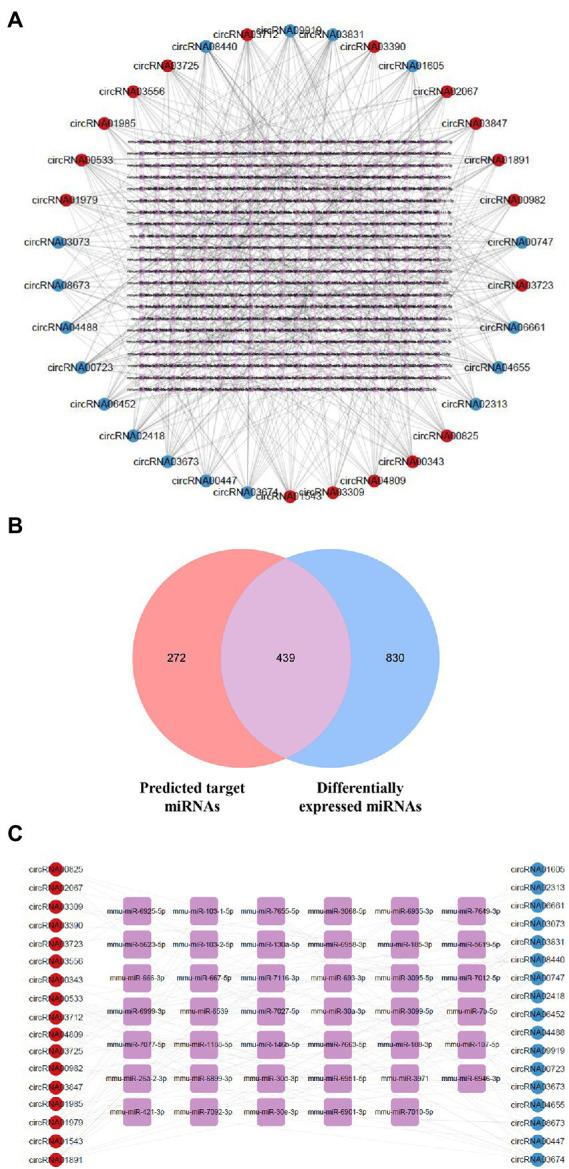
Network of dysregulated circRNAs and target miRNAs. **(A)** Network of dysregulated circRNAs and their predicted miRNAs using the database. Upregulated circRNAs are shown using red circles, downregulated circRNAs using blue circles, and potential miRNAs using purple squares. **(B)** Venn diagram of predicted target miRNAs and abnormally expressed miRNAs in 5 × FAD mice. The number of predicted miRNAs is shown in red, and the number of differentially expressed miRNAs is shown in blue. **(C)** Network of dysregulated circRNAs and key miRNAs selected by the Degree algorithm. Upregulated circRNAs are shown using red circles, downregulated circRNAs are shown using blue circles, and key miRNAs are shown using purple squares.

### Functional enrichment analyses

To analyze the functional annotation of these circRNAs, the differentially upregulated and downregulated circRNAs were separately implemented to GO and KEGG analysis. There were 417 target miRNAs of upregulated circRNAs, and 2067 target mRNAs were obtained by merging predicted mRNAs from the miRDB and TargetScan databases. In addition, 2,297 overlapping mRNAs from the above two databases were identified for the 413 target miRNAs of downregulated circRNAs.

The top 10 GO terms from the BP sub-ontologies showed that the aberrantly upregulated circRNAs were mostly involved in neuron projection development (GO:0031175), cell morphogenesis (GO:0000902), and head development (GO:0060322; Figure 5A). The MF sub-ontologies were mainly related to transcription factor binding (GO:0008134), DNA-binding transcription activator activity (GO:0001216), and DNA-binding transcription factor binding for upregulated circRNAs (GO:0140297; Figure 5B). Moreover, CC sub-ontologies were mostly enriched in the axon (GO:0030424), the postsynapse (GO:0098794), and the glutamatergic synapse for aberrantly upregulated circRNAs (GO:0098978; Figure 5C). The downregulated circRNAs were mostly enriched in cell morphogenesis (GO:0000902), plasma membrane-bounded cell projection morphogenesis (GO:0120039), and cellular component morphogenesis (GO:0032989) in the BP sub-ontologies (Figure 5D), DNA-binding transcription activator activity (GO:0001216), transcription factor binding (GO:0008134), and protein kinase binding (GO:0004672) in the MF sub-ontologies (Figure 5E), and the axon (GO:0030424), post-synapse (GO:0098794), and neuronal cell body (GO:0043025) in the CC sub-ontologies (Figure 5F).

**Figure 5:**
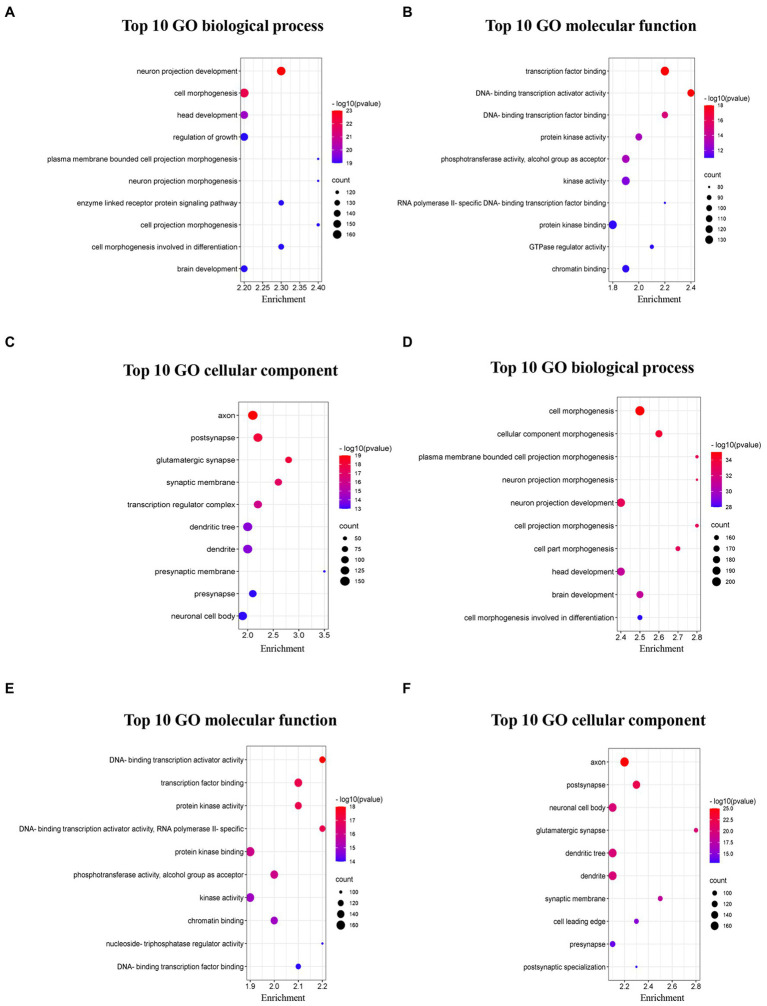
Top 10 GO pathways of dysregulated circRNAs in 5 × FAD mice. **(A)** Biological processes of upregulated circRNAs. **(B)** Molecular function of upregulated circRNAs. **(C)** Cellular component of upregulated circRNAs. **(D)** Biological processes of downregulated circRNAs. **(E)** Molecular function of downregulated circRNAs. **(F)** Cellular component of downregulated circRNAs. The bubble size represents the number of enriched genes, while the bubble color represents the significance of enrichment based on the corrected value of *p*.

KEGG pathway analysis revealed that axon guidance (mmu04360), MAPK signaling pathway (mmu04010), and Neurotrophin signaling pathway (mmu04722) were closely linked to the target gene of abnormally upregulated circRNAs (Figure 6A; Supplementary Table 6). Additionally, axon guidance (mmu04360), autophagy (mmu04140), and the mTOR signaling pathway (mmu04150) were closely connected with the target gene of abnormally downregulated circRNAs (Figure 6B; Supplementary Table 6).

**Figure 6:**
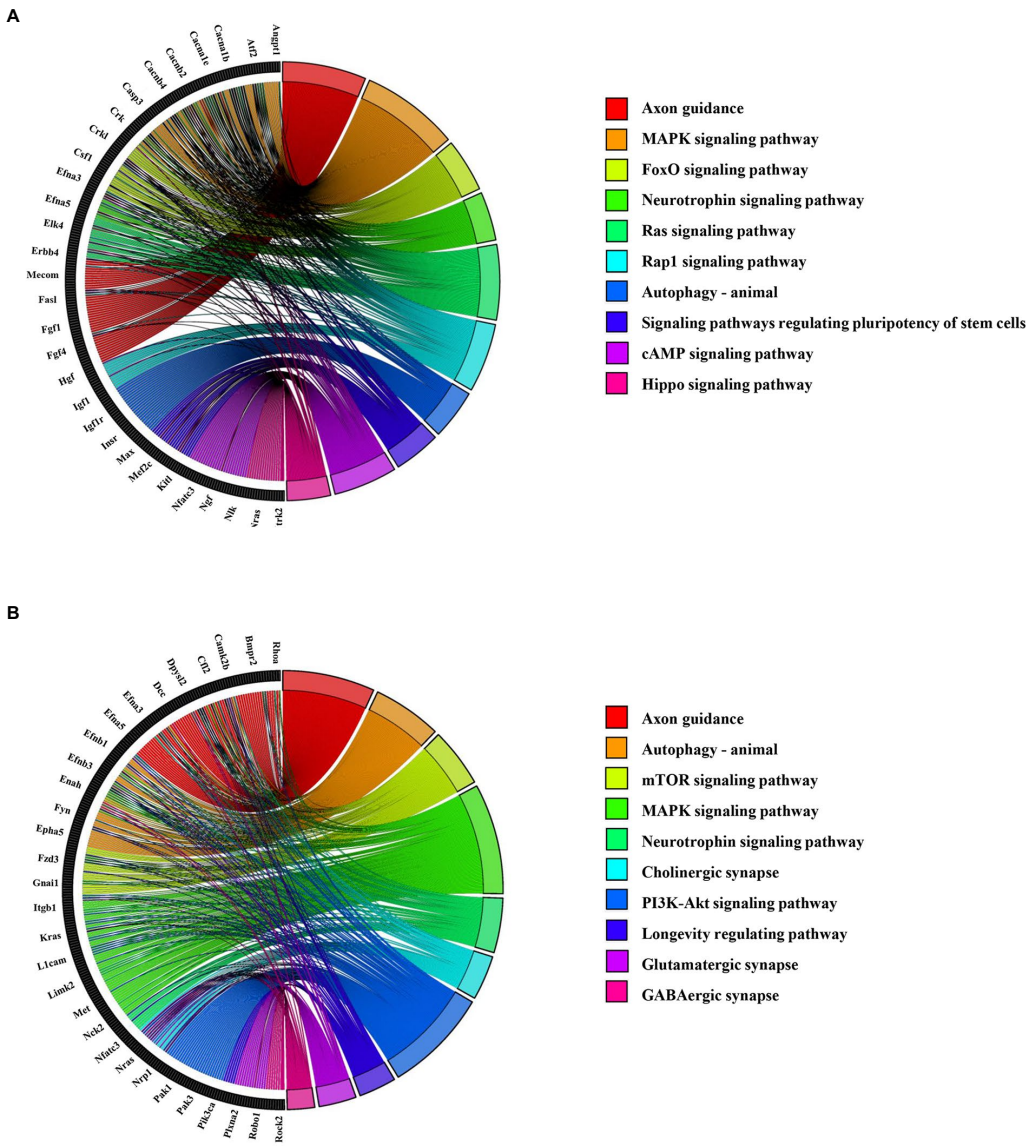
Top 10 KEGG enrichment pathways for the abnormally expressed circRNAs. **(A)** KEGG pathways for upregulated circRNA-related mRNAs. The left section shows the circRNA-related mRNA name, and the right section shows the top 10 pathways. **(B)** KEGG pathways for downregulated circRNA-related mRNAs. The left section shows the circRNA-related mRNAs, and the right section shows the top 10 KEGG pathways.

### Construction of ceRNA network

ceRNA networks accurately and intuitively reflect the interactions among circRNAs, miRNAs, and mRNA. We established a ceRNA network using the top five circRNAs with the highest intermediate centrality and intimacy centrality values that have not been reported to have an association with AD. To establish a ceRNA network centered on circRNA00723, circRNA04655, circRNA01891, circRNA03723, and circRNA00747, we screened for aberrantly expressed miRNAs in RNA sequencing (Table 3). We identified six circRNA-miRNA interactions involving four miRNAs and five circRNAs (Table 4). Next, we identified 188 target mRNAs by merging the predicted mRNAs for these four miRNAs using the miRDB and TargetScan databases. In addition, we integrated the five circRNAs, four miRNAs, and 188 target mRNAs into a circRNA–miRNA–mRNA network (Figure 7).

**Table 3:** Information of differentially expressed miRNAs.

miRNAs	log2Fold Change	*P*-value	Regulation
miR-33-5p	1.059582	0.028052	Up
miR-3470b	1.121627	0.01195	Up
miR-3963	1.120086	0.031801	Up
miR-466i-5p	1.685278	0.001582	Up
miR-490-5p	1.036711	0.018928	Up
miR-511-3p	1.199429	0.011024	Up
miR-5121	4.467184	9.38E-09	Up
miR-6240	1.683446	0.009093	Up
miR-669f-5p	1.835861	0.044532	Up
miR-1839-3p	−1.68766	0.034451	Down
miR-1964-3p	−1.35741	0.037749	Down
miR-1969	−2.56641	0.008142	Down

**Table 4:** Interactions of aberrantly expressed circRNAs and miRNAs.

cicrRNAs	Regulation	miRNAs	Regulation
circRNA04655	Down	miR-669f-5p	Up
circRNA00723	Down	miR-669f-5p	Up
circRNA00723	Down	miR-466i-5p	Up
circRNA03723	Up	miR-466i-5p	Up
circRNA00747	Down	miR-6240	Up
circRNA01891	Up	miR-3470b	Up

**Figure 7:**
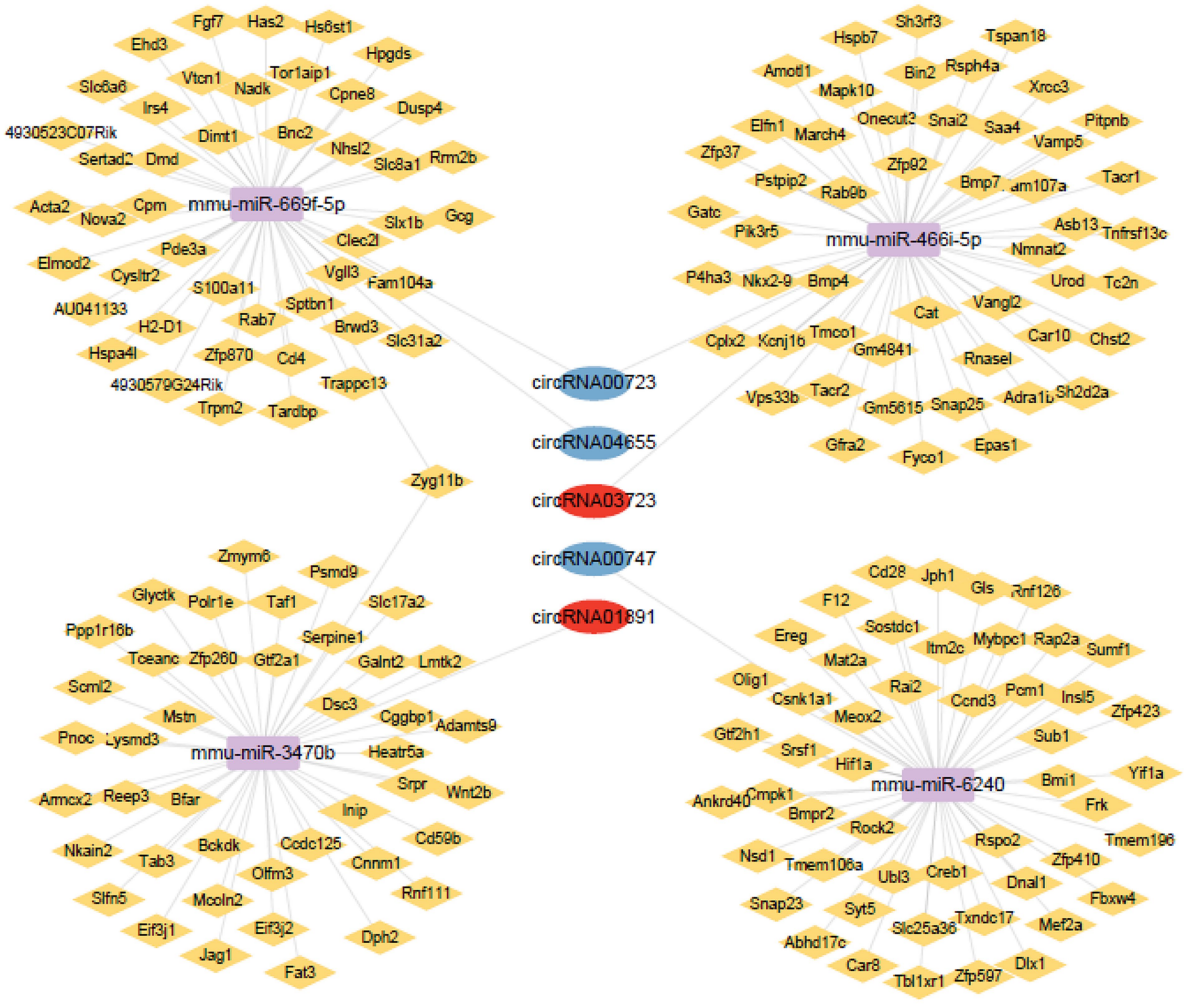
Network of circRNAs-miRNAs-mRNAs. Upregulated circRNAs are shown using red circles, downregulated circRNAs are shown using blue circles, potential miRNAs are shown using purple squares, and potential mRNAs are shown using yellow rhombus.

### Expression verification of the circRNAs, miRNAs, and mRNAs in the hippocampus of 5 × FAD mice

To investigate the potential relationship within the predicted circRNA–miRNA–mRNA network, qRT-PCR analysis was used to verify circRNA, miRNA, and mRNA expression in the hippocampus of 5 × FAD mice. Consistent with RNA sequencing results, the expression of circRNA04655 and circRNA00723 in the hippocampus of 5 × FAD mice was significantly decreased (*p* = 0.045, *p* = 0.023 vs. WT mice; Figure 8A), and the expression of circRNA01891 was increased (*p* = 0.048 vs. WT mice; Figure 8A). The expression of circRNA00747 was reduced in the hippocampus of 5 × FAD mice, which had a similar trend to the sequencing data, but the statistical difference compared to WT mice was insignificant (Figure 8A). The expression of circRNA03723 was insignificantly reduced in the hippocampus of 5 × FAD mice, and the expression trend was inconsonant with its RNA sequencing result (Figure 8A). miR-3470b and miR-6240 were significantly upregulated in the hippocampus of 5 × FAD mice (*p* = 0.0049, *p* = 0.0062 vs. WT mice; Figure 8B), and the expression alteration was in line with the sequencing results. However, miR-669f-5p and miR-466i-5p were significantly downregulated in the hippocampus of 5 × FAD mice (*p* = 0.0018, *p* = 0.0239 vs. WT mice; Figure 8B), deviating from the sequencing results. By intersecting the mRNAs in the circRNA–miRNA–mRNA network (Figure 7) with the differential expressed mRNAs identified through sequencing, we identified 16 overlapping mRNAs, which presented the opposite trend with miRNAs. Consistent with sequencing results, the expression level of 13 mRNAs was significantly decreased in the hippocampus of 5 × FAD mice, including *Vgll3*, *Nhsl2*, *Rab7*, *Tardbp*, *Vps33b*, *Fam107a*, *Tacr1*, *Ankrd40*, *Creb1*, *Snap23*, *Csnk1a1*, *Bmi1*, and *Bfar* (*p* = 0.041, *p* = 0.035, *p* = 0.003, *p* = 0.041, *p* = 0.025, *p* = 0.019, *p* = 0.019, *p* = 0.035, *p* = 0.048, *p* = 0.024, *p* = 0.022, *p* = 0.008, *p* = 0.034, vs. WT mice; Figure 8C). Among the remaining three mRNAs, *Zfp37* and *Polr1e* were downregulated and *Mapk10* was upregulated in the hippocampus of 5 × FAD mice, but the differences were insignificant (Figure 8C). According to the qRT-PCR analysis, the *Zfp37* and *Polr1e* had similar expression trends to the sequencing data, while *Mapk10* had an inconsonant expression trend to the sequencing data. Overall, the qRT-PCR results of three circRNAs, two miRNAs, and 13 mRNAs were consistent with the RNA sequencing data.

**Figure 8:**
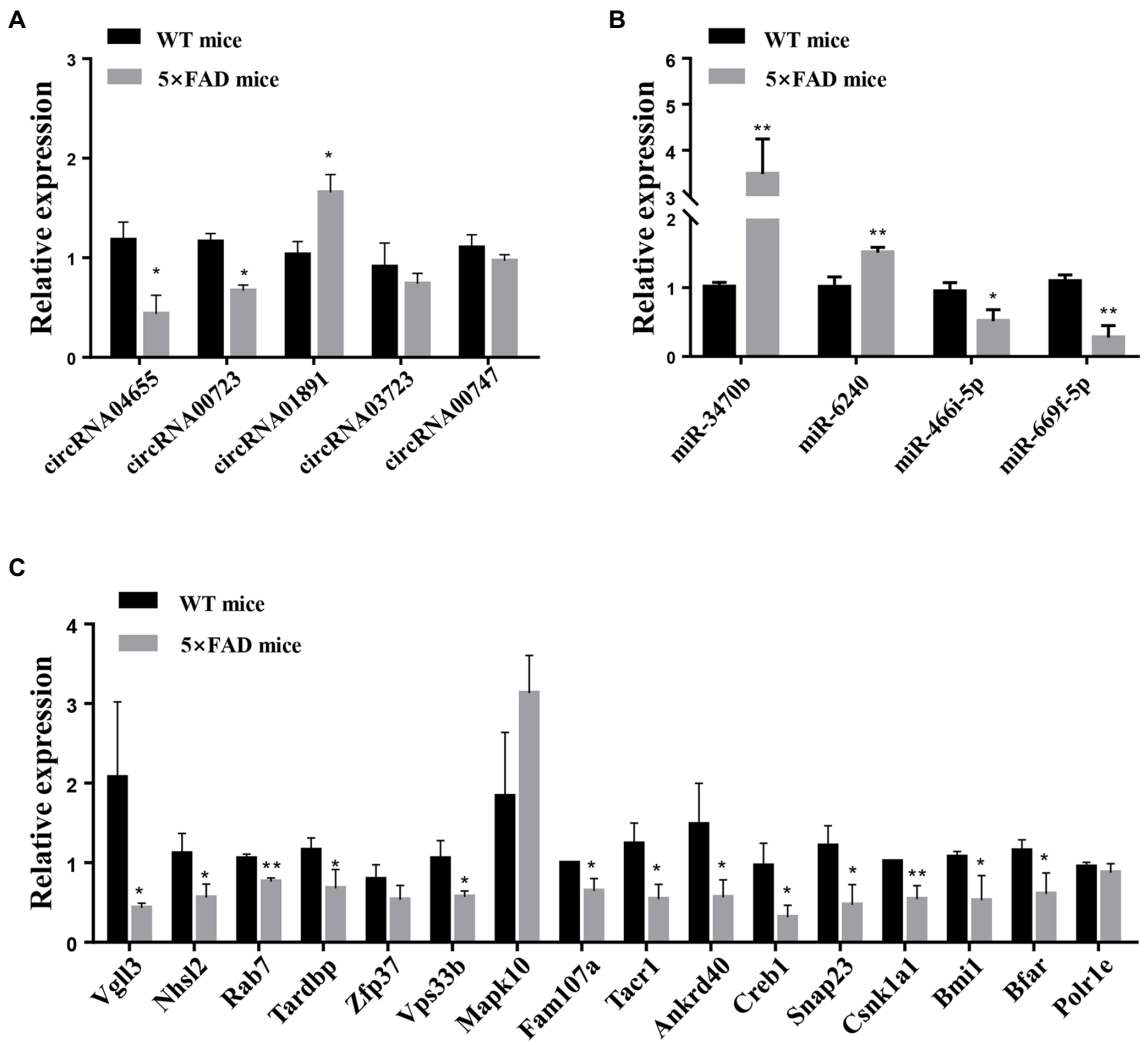
qRT-PCR analysis of circRNAs, miRNAs, and mRNAs. **(A)** Expression levels of circRNAs, including circRNA04655, circRNA00723, circRNA01891, circRNA03723, and circRNA00747, in the hippocampus of 5 × FAD mice and WT mice. **(B)** Expression of miRNAs, including miR-3470b, miR-6240, miR-466i-5p, and miR-669f-5p, in the hippocampus of 5 × FAD mice and WT mice. **(C)** Expression of mRNAs, including *Vgll3*, *Nhsl2*, *Rab7*, *Tardbp*, *Zfp37*, *Vps33b*, *Mapk10*, *Fam107a*, *Tacr1*, *Ankrd40*, *Creb1*, *Snap23*, *Csnk1a1*, *Bmi1*, *Bfar*, and *Polr1e*, in the hippocampus of 5 × FAD mice and WT mice. Results are shown as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01 vs. WT mice.

## Discussion

AD has enormous and detrimental impacts on the elderly, not only limited to cognitive impairment but also the shadow of developing dementia (Xia et al., 2018). While the etiopathogenesis of AD is complex with many contributing factors, including (but not limited to) genetic and environmental factors, many important details of AD pathogenesis remain unknown. Recently, the properties of non-coding RNAs in AD pathogenesis have attracted considerable attention, especially miRNAs and long non-coding RNAs. However, the properties of circRNAs during AD progression are still poorly understood. We reasoned that RNA sequencing in conjunction with a systematic analysis of the profiles of circRNAs dysregulated in AD could support novel foresight into comprehending the pathophysiology of AD. This study presents for the first time a profile of circRNA in the hippocampus of 5 × FAD mice, an investigation of the functional roles of these dysregulated circRNAs, and the construction of a circRNA-related ceRNA network.

Although dysregulated circRNAs in the senescence-accelerated mouse-prone 8 (SAMP8) mice and the precursor protein (APP) and presenilin 1 (PS1) double transgenic mice have been revealed in several investigations using RNA sequencing or microarrays (Zhang et al., 2017; Ma et al., 2019; Zhang Y. et al., 2021), circRNA expression profiles have not been determined in the brain of 5 × FAD mice, the transgenic mice that co-express a total of five familial AD mutations (Oakley et al., 2006). Because of these mutations, 5 × FAD mice present very similar clinicopathological characteristics to clinical patients. Furthermore, 5 × FAD mice demonstrate clinicopathological characteristics of AD at a younger age (in comparison with other transgenic mice). In 5 × FAD mice, aggregation of amyloid-beta peptide_42_ (Aβ_42_) in neurons occurs at 6 weeks of age, amyloid deposition and gliosis appear in the subiculum and deep cortical layers at 2 months, loss of synaptic proteins and damage to the hippocampus begin at 4 months, and impaired cognition is observed thereafter (Oakley et al., 2006). In line with these observations, 5 × FAD mice exhibit restricted learning capabilities and a decline in hippocampus-dependent memory (compared to age-matched WT mice) in our finding. Hence, 5 × FAD mice are an ideal model for RNA sequencing analyses of AD pathogenesis.

So far as we know, there has never been a report on RNA sequencing of circRNA profiles in 5 × FAD mice. Our results reveal that 34 circRNAs were significantly dysregulated in the hippocampus of 5 × FAD mice, including 17 upregulated and 17 downregulated circRNAs. Since circRNAs are transformed from host linear RNAs, the biological function of the host gene may provide clues concerning the function of the circRNA. Some host genes of circRNAs directly or indirectly participated in the pathological process of AD, including circRNA03556 (*Hepacam*), circRNA00723 (*Myt1*), circRNA02418 (*Cntln*), and circRNA04655 (*Elavl2*). Research on the App^NL-F^ mouse model of AD provided evidence that the hepacam protein has a marked increase in early-stage AD mice, as well as that there was a significant increase in its colocalization with Aβ (Aladeokin et al., 2019). Some study has proposed that *Myt1* affects cholesterol 24S-hydroxylase (CYP46A1) gene transcription and is correlated with AD (Li et al., 2010). Hohman’s group revealed that the gene levels of *CNTLN* in the heart are associated with cognitive decline dependent on amyloid (Hohman et al., 2017). Lastly, neuronal ELAVL proteins modulate the regulation of Aβ precursor protein steady-state levels by inducing neuron-specific alternative splicing, alterations that have been linked to AD (Fragkouli et al., 2017).

Several differentially expressed circRNAs and miRNAs were found to be altered in the brain of different AD model mice (Supplementary Table 7). circRNA00825 and circRNA01985 were aberrantly upregulated in the brain of APP/PS1 mice (Ma et al., 2019; Wei et al., 2022). In aged C57BL/6J mice, circRNA03073 and circRNA08440 were found to have aberrant downregulation in the hippocampus of mice (Ran et al., 2022). However, the abnormal circRNAs found in the brains of SAMP8 mice and Tg2576 transgenic AD mice are different from those in the hippocampus of 5 × FAD mice in our study(Lee et al., 2019; Zhang Y. et al., 2021). This phenomenon may be related to the species differences of the animals. Although there are no identical circRNAs found in our study and other circRNA analyses, the KEGG pathways are found to be highly similar to the present study, including axon guidance, cAMP signaling pathway, and Hippo signaling pathway (Zhang Y. et al., 2021). Additionally, the aberrantly expressed miRNAs in the present study were found to be dysregulated in the hippocampus of APP/PS1 mice, Tg2576 mice, and Tg6799 mice, including miR-669f-5p, miR-6240, miR-1969, miR-3963, and miR-490-5p (Noh et al., 2014; Ma et al., 2019).

According to KEGG enrichment analysis, circRNAs that were dysregulated in the hippocampus of 5 × FAD mice are involved in numerous signaling pathways, several of which have been shown to be necessary for AD pathogenesis, including neurotrophin signaling pathway, axon guidance, the MAPK signaling pathway, and the FoxO signaling pathway. Moreover, a broad spectrum of cellular functions (e.g., proliferation, differentiation, migration, apoptosis, and autophagy) are regulated by these signaling pathways. Axon guidance molecules are essential in neural circuit formation (Charron, 2018). A recent study found that axon guidance molecules have effects on Aβ expression and tau protein hyperphosphorylation during the occurrence and process of AD (Zhang L. et al., 2021). Our research showed that upregulated and downregulated circRNAs both modulated the neurotrophin signaling pathway, which has been known to be affected in AD. During the neurotrophin signaling pathway, brain-derived neurotrophic factors ameliorate cognitive impairment and neuronal damage in AD (Gao et al., 2022; Liu et al., 2022). Enriched GO terms uncovered that dysregulated circRNAs were mainly involved in neuron projection development, cell morphogenesis, head development, and cellular component morphogenesis. The factors that influence neuron projection development and cell morphogenesis may contribute to AD occurrence.

circRNAs and miRNAs are both potentially key regulators of multiple aspects of AD. circRNAs have strong effects on regulating transcription and translation by sponging miRNAs. Considering the importance of the ceRNA hypothesis for non-coding RNAs, we first identified circRNA−miRNA interactions in 5 × FAD mice. We revealed that many circRNAs could co-associate with more than one miRNA. For example, circRNA00533 might interact with both miR-146a and miR-34c-3p, and the signaling pathways associated with these miRNAs were predicted to have a significant dysregulation in AD (Müller et al., 2014; Nikolac Perkovic et al., 2021). Next, potential target genes were added to generate a circRNA-miRNA-mRNA ceRNA network that consisted of five circRNAs, four miRNAs, and 188 mRNAs for AD. qRT-PCR was utilized to measure the level of circRNAs (circRNA00723, circRNA04655, circRNA01891, circRNA03723, and circRNA00747), miRNAs (miR-3470b, miR-6240, miR-669f-5p, and miR-466i-5p) and mRNAs (*Vgll3*, *Nhsl2*, *Rab7*, *Tardbp*, *Vps33b*, *Fam107a*, *Tacr1*, *Ankrd40*, *Creb1*, *Snap23*, *Csnk1a1*, *Zfp37*, *Polr1e*, *Mapk10*, *Bmi1*, and *Bfar*). The differential expression of circRNA00723, circRNA04655, and circRNA01891 in the hippocampus of 5 × FAD mice using qRT-PCR analyses coincided with their RNA sequencing results. Although these differentially expressed circRNAs (circRNA00723, circRNA04655, circRNA03723, and circRNA00747) have not previously been reported, their potential regulatory roles in AD could be inferred from the signaling pathways of their interacting transcripts. These pathways included the cGMP-PKG signaling pathway, hippo signaling pathway, and the Wnt signaling pathway. The expression changes of two miRNAs (miR-3470b and miR-6240) and 13 mRNAs (*Vgll3*, *Nhsl2*, *Rab7*, *Tardbp*, *Vps33b*, *Fam107a*, *Tacr1*, *Ankrd40*, *Creb1*, *Snap23*, *Csnk1a1*, *Bmi1*, and *Bfar*) in the hippocampus of 5 × FAD mice using qRT-PCR analyses had consistency with the RNA sequencing results, while the expression changes of miR-669f-5p and miR-466i-5p were inconsonant. The statistical differences of another two circRNAs (circRNA03723 and circRNA00747) and three mRNAs (*Zfp37*, *Polr1e,* and *Mapk10*) expression levels were insignificant in the hippocampus of 5 × FAD mice compared to WT mice using qRT-PCR analyses. Among them, circRNA00747, *Zfp37*, and *Polr1e* had similar expression trends to the sequencing data. Most of the RNAs for expression verification using qRT-PCR were in line with the RNA sequencing results, and a few were biased. We speculate that this discordant expression of a few RNAs may be related to the differential experimental steps and analytical methods between the two methods and the small sample size. The data obtained from both methods underwent multiple experimental and analytical steps, such as library construction, sequencing, and data processing. The qRT-PCR results can be affected by amplification region and efficiency, and RNA sequencing results can be affected by GC preference, exon number, and gene length. As a small sample size was included in this study, the error caused by different methods were not eliminated. It is generally accepted that there is 80% concordance in RNA sequencing and qRT-PCR assay (Consortium, 2014; Robert and Watson, 2015; Everaert et al., 2017). The qRT-PCR analyses demonstrated that the majority of RNAs in the circRNA–miRNA–mRNA ceRNA network had good consistency with the sequencing results regarding the differential expressions and alteration trends.

miR-6240, a predicted target of circRNA00747 (contrary to the expression trend for circRNA00747), is aberrantly upregulated in 5 × FAD mice. A recent study revealed that miR-6240 showed functional conservation in cardiomyocyte proliferation and mitosis (Adamowicz et al., 2018). Many target genes of miR-6240 have been proposed to be related to AD etiopathogenesis, including serine and arginine-rich splicing factor 1 (*SRSF1*), hypoxia-inducible factor-1α (*HIF1α*), mesenchyme homeobox 2 (*MEOX2*), cAMP-responsive element-binding protein 1 (*CREB1*), pericentriolar material-1 (*PCM1*), coiled-coil containing protein kinases (*ROCK2*), synaptosomal-associated protein 23 (*SNAP23*), and myocyte enhancer factor 2A (*MEF2A*). These genes are involved in plaque deposition, tau protein biosynthesis, neuronal dysfunction, neuroinflammation, autophagy, and other pathological processes related to AD (Chakravarthy et al., 2013; Soto et al., 2016; Muhammad et al., 2019; Adeyemi et al., 2021; Li et al., 2021; Weber and Herskowitz, 2021). SRSF1 is a member of the serine/arginine-rich proteins family, which is involved in the process of exon selection and mRNA output and localization. Recent studies have revealed that SRSF1 promotes tau mRNA formation (Jakubauskienė et al., 2021). Microtubule-associated protein tau, expressed mainly in axons, regulates the aggregation and stability of microtubules (Gao et al., 2018). When tau protein is hyperphosphorylated, it dissociates from the axon microtubule, misfolds, and aggregates, eventually forming neurofibrillary tangles, considered one of the emblematic hallmarks of AD (Chong et al., 2018; Naseri et al., 2019). Nevertheless, regulation of these interactions by circRNAs-miRNAs-mRNAs networks in AD has not been investigated. Additional research on ceRNA networks will help expand our knowledge of their biological functions and help us to understand their regulatory roles in AD pathogenesis.

Our study has two limitations. Firstly, to obtain a more accurate expression profile of circRNAs, more samples should be analyzed, including samples from different animal models of AD, and blood and tissue samples from AD patients. Secondly, the interactions and underlying mechanisms of these identified circRNAs, miRNAs, and mRNAs need to be further investigated.

## Conclusion

For the first time, this study revealed dysregulated expression profiles of circRNAs in the hippocampus of 5 × FAD mice using RNA sequencing. From this data, we identified the potential biological functions of these circRNAs and their signaling pathways in AD. In addition, we have constructed a ceRNA network centered on circRNAs and verified key circRNA, miRNA, and mRNA expressions using qRT-PCR. Our findings should broaden our knowledge of circRNA regulatory action in the pathogenesis of AD.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: Data have been deposited in Gene Expression Omnibus (GEO) with the accession code GSE206562.

## Ethics statement

The animal study was reviewed and approved by Experimental Animal Care and Use Committee of the Institute of Medicinal Biotechnology.

## Author contributions

RL and ZL: concept and design, manuscript editing, and manuscript review. RL: definition of intellectual content. TS: literature search and manuscript preparation. TS and LZ: experimental studies. TS and ZC: data acquisition and analysis. QL: statistical analysis. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the National Natural Science Foundation of China (Nos. U1803281, 82173806, and 82204366), Chinese Academy of Medical Sciences (CAMS) Innovation Fund for Medical Science (2021-1-I2M-030 and 2022-I2M-2-002), and Non-profit Central Research Institute Fund of Chinese Academy of Medical Sciences (2022-JKCS-08 and 3332022054).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Comprehensive analysis of dysregulated circular RNAs and construction of a ceRNA network involved in the pathology of Alzheimer’s disease in a 5 × FAD mouse model
**Source:** Front Aging Neurosci. 2022 Nov 17;14:1020699. doi: 10.3389/fnagi.2022.1020699
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

**
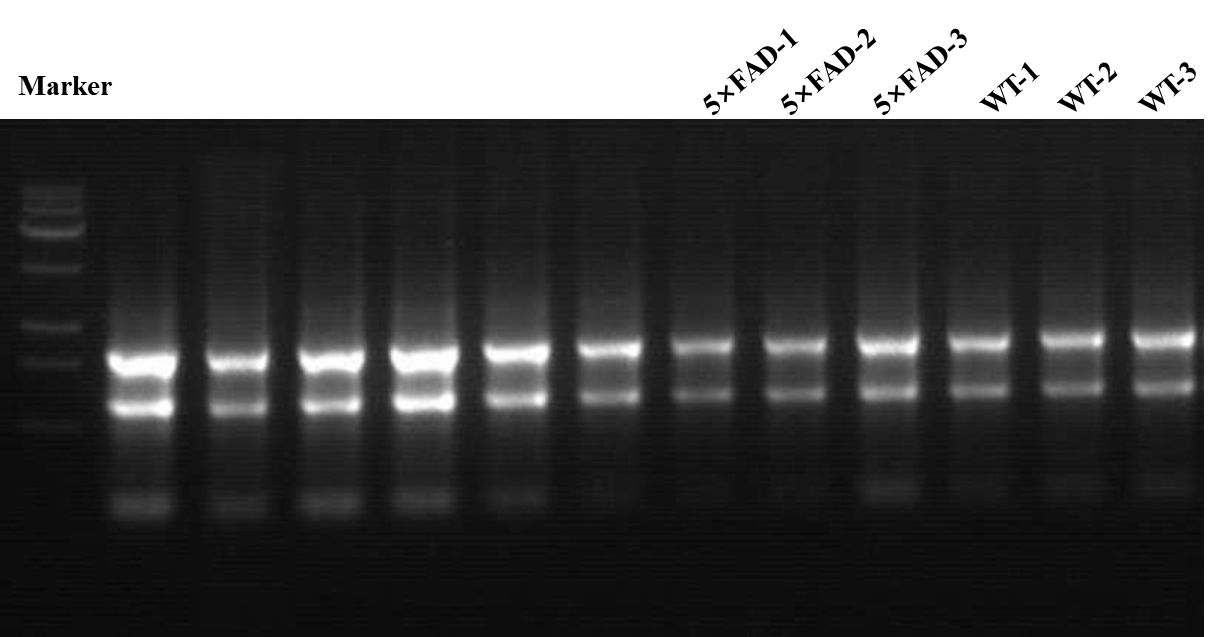
**

**Supplementary Figure 1 The gel electrophoresis of RNA.**

**
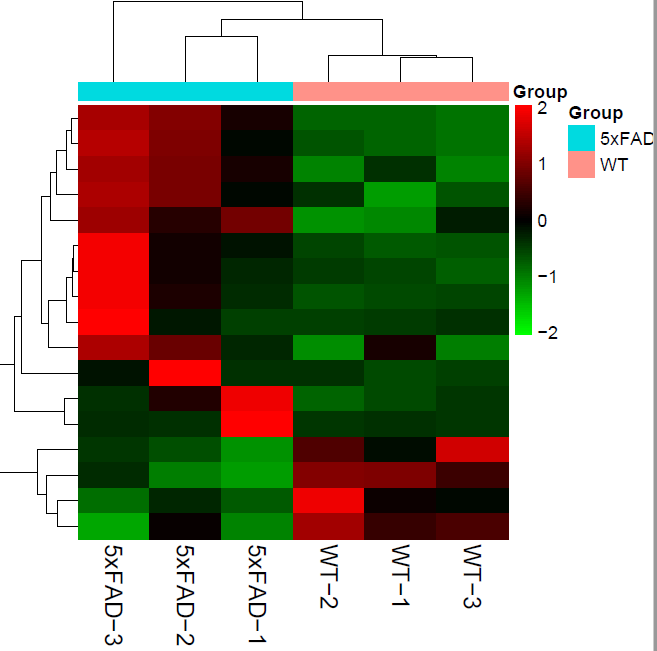
**

**Supplementary Figure 2 The heatmap of the differently expressed miRNAs in the hippocampus of 5×FAD mice.**

**Supplementary Table 1 The RNA concentration of the RNA sequencing**

| RNA sample | concentration (ng/ul) |
| --- | --- |
| 5×FAD-1 | 655 |
| 5×FAD -2 | 1040 |
| 5×FAD -3 | 1485 |
| WT-1 | 1155 |
| WT-2 | 965 |
| WT-3 | 1300 |

**Supplementary Table 2 Predicted miRNAs with circatlas database and miRanda database**

| **circRNAs** | **Target miRNAs** |
| --- | --- |
| circRNA03556 | mmu-miR-1903, mmu-miR-3103-5p, mmu-miR-6965-5p, mmu-miR-12183-5p, mmu-miR-214-3p, mmu-miR-761, mmu-miR-12195-3p, mmu-miR-7231-3p, mmu-miR-207, mmu-miR-384-3p, mmu-miR-7054-3p, mmu-miR-7032-5p, mmu-miR-6915-3p, mmu-miR-19a-5p, mmu-miR-686, mmu-miR-6990-5p, mmu-miR-1970c-5p, mmu-miR-6961-3p, mmu-miR-19b-2-5p, mmu-miR-8097, mmu-miR-29a-5p, mmu-miR-101b-5p, mmu-miR-3059-5p, mmu-miR-666-5p, mmu-miR-6916-5p, mmu-miR-6925-5p, mmu-miR-7017-5p, mmu-miR-877-3p, mmu-miR-7078-3p, mmu-miR-19b-1-5p |
| circRNA03725 | mmu-miR-7094-1-5p, mmu-miR-7647-3p, mmu-miR-181b-5p, mmu-miR-7094-3p, mmu-miR-181d-5p, mmu-miR-9768-3p, mmu-miR-664-3p, mmu-miR-6970-5p, mmu-miR-7689-5p, mmu-miR-12205-5p, mmu-miR-6414, mmu-miR-3068-5p, mmu-miR-125a-3p, mmu-miR-7116-3p, mmu-miR-181a-5p, mmu-miR-7b-5p, mmu-miR-146b-5p, mmu-miR-669g, mmu-miR-683, mmu-miR-871-3p, mmu-miR-34b-3p, mmu-miR-6481, mmu-miR-141-5p, mmu-miR-599, mmu-miR-6385, mmu-miR-7685-5p, mmu-miR-532-5p, mmu-miR-1904, mmu-miR-6386, mmu-miR-30b-3p |
| circRNA01979 | mmu-miR-107-5p, mmu-miR-6946-3p, mmu-miR-1903, mmu-miR-103-1-5p, mmu-miR-103-2-5p, mmu-miR-3089-3p, mmu-miR-6348, mmu-miR-6999-3p, mmu-miR-5625-5p, mmu-miR-3099-5p, mmu-miR-320-5p, mmu-miR-684, mmu-miR-6344, mmu-miR-7231-3p, mmu-miR-12183-5p, mmu-miR-3098-3p, mmu-miR-7116-3p, mmu-miR-6932-3p, mmu-miR-3092-5p, mmu-miR-7092-3p, mmu-miR-1190, mmu-miR-6935-3p, mmu-miR-1968-5p, mmu-miR-7083-3p, mmu-miR-693-3p, mmu-miR-207, mmu-miR-7b-5p, mmu-miR-7014-3p, mmu-miR-1955-5p, mmu-miR-7028-3p |
| circRNA00533 | mmu-miR-7680-5p, mmu-miR-883b-3p, mmu-miR-883a-3p, mmu-miR-5104, mmu-miR-30d-3p, mmu-miR-30e-3p, mmu-miR-15b-3p, mmu-miR-34b-3p, mmu-miR-5619-5p, mmu-miR-290b-3p, mmu-miR-6963-5p, mmu-miR-6991-3p, mmu-miR-7013-5p, mmu-miR-124-3p, mmu-miR-146b-5p, mmu-miR-6951-5p, mmu-miR-12181-3p, mmu-miR-6901-3p, mmu-miR-7662-3p, mmu-miR-761, mmu-miR-145b, mmu-miR-3068-3p, mmu-miR-218-5p, mmu-miR-7659-5p, mmu-miR-7663-5p, mmu-miR-34c-3p, mmu-miR-145a-5p, mmu-miR-146a-5p, mmu-miR-6999-5p, mmu-miR-7045-5p |
| circRNA01891 | mmu-miR-6946-3p, mmu-miR-145a-3p, mmu-miR-7116-3p, mmu-miR-7092-3p, mmu-miR-107-5p, mmu-miR-26a-2-3p, mmu-miR-7059-3p, mmu-miR-103-1-5p, mmu-miR-103-2-5p, mmu-miR-691, mmu-miR-7236-5p, mmu-miR-7231-3p, mmu-miR-130a-5p, mmu-miR-6932-3p, mmu-miR-3081-5p, mmu-miR-6951-3p, mmu-miR-6967-3p, mmu-miR-6935-3p, mmu-miR-3074-5p, mmu-miR-324-3p, mmu-miR-9-3p, mmu-miR-7008-3p, mmu-miR-710, mmu-miR-12202-3p, mmu-miR-494-3p, mmu-miR-3068-5p, mmu-miR-7084-3p, mmu-miR-206-5p, mmu-miR-3470a, mmu-miR-5098 |
| circRNA03723 | mmu-miR-466b-5p, mmu-miR-466o-5p, mmu-miR-7210-3p, mmu-miR-466p-5p, mmu-miR-7661-5p, mmu-miR-466i-5p, mmu-miR-6970-5p, mmu-miR-3112-3p, mmu-miR-3068-5p, mmu-miR-297c-5p, mmu-miR-1187, mmu-miR-297a-5p, mmu-miR-297b-5p, mmu-miR-429-5p, mmu-miR-6984-3p, mmu-miR-6414, mmu-let-7f-5p, mmu-miR-466l-3p, mmu-miR-466c-5p, mmu-miR-466l-5p, mmu-miR-466a-5p, mmu-miR-466e-5p, mmu-miR-7093-5p, mmu-let-7b-5p, mmu-miR-6925-5p, mmu-miR-466a-3p, mmu-miR-466e-3p, mmu-miR-7094-1-5p, mmu-let-7e-5p, mmu-miR-3475-3p |
| circRNA04809 | mmu-miR-6998-3p, mmu-miR-667-5p, mmu-miR-708-5p, mmu-miR-7651-5p, mmu-miR-320-5p, mmu-miR-432, mmu-miR-7030-5p, mmu-miR-6921-5p, mmu-miR-6899-3p, mmu-miR-7688-3p, mmu-miR-7075-5p, mmu-miR-6948-3p, mmu-miR-6958-3p, mmu-miR-28a-5p, mmu-miR-6938-5p, mmu-miR-7117-3p, mmu-miR-881-3p, mmu-miR-23b-5p, mmu-miR-7090-5p, mmu-miR-7654-3p, mmu-miR-1903, mmu-miR-6919-3p, mmu-miR-6927-3p, mmu-miR-7652-3p, mmu-miR-7656-3p, mmu-miR-7663-5p, mmu-miR-12183-5p, mmu-miR-3966, mmu-miR-7226-5p, mmu-miR-7017-3p |
| circRNA00343, | mmu-miR-6388, mmu-miR-3081-5p, mmu-miR-7025-5p, mmu-miR-669d-5p, mmu-miR-8097, mmu-miR-290b-3p, mmu-miR-22-3p, mmu-miR-135a-5p, mmu-miR-135b-5p, mmu-miR-216b-3p, mmu-miR-7051-3p, mmu-miR-380-3p, mmu-miR-7031-5p, mmu-miR-7050-3p, mmu-miR-6393, mmu-miR-376c-3p, mmu-miR-7683-3p, mmu-miR-297a-5p, mmu-miR-297c-5p, mmu-miR-345-3p, mmu-miR-742-5p, mmu-miR-7027-5p, mmu-miR-9768-5p, mmu-miR-204-3p, mmu-miR-7689-3p, mmu-miR-3472, mmu-miR-7010-5p, mmu-miR-298-3p, mmu-miR-873a-5p, mmu-miR-467e-5p |
| circRNA03712, | mmu-miR-5620-3p, mmu-miR-3618-3p, mmu-miR-153-5p, mmu-miR-466q, mmu-miR-27b-5p, mmu-miR-1904, mmu-miR-6951-5p, mmu-miR-6981-3p, mmu-miR-194-5p, mmu-miR-322-3p, mmu-miR-3095-5p, mmu-miR-30a-3p, mmu-miR-6335, mmu-miR-6516-5p, mmu-miR-30e-3p, mmu-miR-7680-5p, mmu-miR-7a-1-3p, mmu-miR-700-5p, mmu-miR-693-3p, mmu-miR-7013-3p, mmu-miR-12205-5p, mmu-miR-92b-3p, mmu-miR-145b, mmu-miR-6963-5p, mmu-miR-100-3p, mmu-miR-384-3p, mmu-miR-6999-3p, mmu-miR-7656-5p, mmu-miR-216c-5p, mmu-miR-6540-3p |
| circRNA01543, | mmu-miR-7649-3p, mmu-miR-744-5p, mmu-miR-7036b-5p, mmu-miR-1963, mmu-miR-7032-3p, mmu-miR-7073-3p, mmu-miR-130b-5p, mmu-miR-7211-5p, mmu-miR-7009-3p, mmu-miR-6961-3p, mmu-miR-128-2-5p, mmu-miR-6921-3p, mmu-miR-204-5p, mmu-miR-211-5p, mmu-let-7i-3p, mmu-miR-7116-3p, mmu-miR-6947-3p, mmu-miR-3473c, mmu-miR-6963-3p, mmu-miR-9768-5p, mmu-miR-1893, mmu-miR-128-1-5p, mmu-miR-1947-5p, mmu-miR-7056-3p, mmu-miR-691, mmu-miR-1191b-3p, mmu-miR-31-5p, mmu-miR-1198-3p, mmu-miR-874-5p, mmu-miR-7660-5p |
| circRNA03390 | mmu-miR-669g, mmu-miR-6715-5p, mmu-miR-7221-3p, mmu-miR-6915-5p, mmu-miR-290a-3p, mmu-miR-6996-3p, mmu-miR-7033-5p, mmu-miR-7013-3p, mmu-miR-12196-3p, mmu-miR-6937-3p, mmu-miR-26a-5p, mmu-miR-3095-3p, mmu-miR-29b-2-5p, mmu-miR-743a-5p, mmu-miR-6987-5p, mmu-miR-367-5p, mmu-miR-6900-5p, mmu-miR-6900-3p, mmu-miR-709, mmu-miR-5619-5p, mmu-miR-7010-3p, mmu-miR-34a-3p, mmu-miR-12201-3p, mmu-miR-292a-3p, mmu-miR-26b-5p, mmu-miR-540-3p, mmu-miR-1929-5p, mmu-miR-871-5p, mmu-miR-7032-5p, mmu-miR-7218-5p |
| circRNA03847 | mmu-miR-693-3p, mmu-miR-717, mmu-miR-743b-5p, mmu-miR-465a-5p, mmu-miR-7670-5p, mmu-miR-465d-5p, mmu-miR-743a-5p, mmu-miR-6948-5p, mmu-miR-6405, mmu-miR-674-3p, mmu-miR-871-5p, mmu-miR-6962-5p, mmu-miR-300-5p, mmu-miR-29c-5p, mmu-miR-6352, mmu-miR-7668-5p, mmu-miR-141-5p, mmu-miR-669c-5p, mmu-miR-3154, mmu-miR-3083b-3p, mmu-miR-21b, mmu-miR-12205-3p, mmu-miR-5112, mmu-miR-7018-5p, mmu-miR-450a-1-3p, mmu-miR-1947-5p, mmu-miR-1224-5p, mmu-miR-465b-5p, mmu-miR-465c-5p, mmu-miR-6954-5p |
| circRNA00982 | mmu-miR-6951-5p, mmu-miR-7214-5p, mmu-miR-1192, mmu-miR-12200-5p, mmu-miR-489-5p, mmu-miR-6377, mmu-miR-6951-3p, mmu-miR-6344, mmu-miR-495-3p, mmu-miR-590-3p, mmu-miR-883b-5p, mmu-miR-223-5p, mmu-miR-183-3p, mmu-miR-103-1-5p, mmu-miR-103-2-5p, mmu-miR-107-5p, mmu-miR-6899-3p, mmu-miR-26b-5p, mmu-miR-7646-5p, mmu-miR-7116-3p, mmu-miR-7010-5p, mmu-miR-1958, mmu-miR-8092, mmu-miR-6912-3p, mmu-miR-219c-3p, mmu-miR-20a-5p, mmu-miR-539-3p, mmu-miR-8118, mmu-miR-7681-3p, mmu-miR-381-3p |
| circRNA02067, | mmu-miR-7029-3p, mmu-miR-6972-5p, mmu-miR-6900-5p, mmu-miR-677-3p, mmu-miR-1291, mmu-miR-582-5p, mmu-miR-6985-5p, mmu-miR-8094, mmu-miR-712-5p, mmu-miR-7018-3p, mmu-miR-6987-5p, mmu-miR-363-5p, mmu-miR-1843a-5p, mmu-miR-7222-3p, mmu-miR-6371, mmu-miR-674-5p, mmu-miR-7088-5p, mmu-miR-3095-3p, mmu-miR-6418-3p, mmu-miR-1264-5p, mmu-miR-5623-5p, mmu-miR-6958-3p, mmu-miR-7227-5p, mmu-miR-669e-5p, mmu-miR-7215-3p, mmu-miR-6995-3p, mmu-miR-145a-3p, mmu-miR-6924-5p, mmu-miR-12188-5p, mmu-miR-7015-3p |
| circRNA01985, | mmu-miR-12202-3p, mmu-miR-320-5p, mmu-miR-6946-3p, mmu-miR-7028-3p, mmu-miR-7030-3p, mmu-miR-298-3p, mmu-miR-6909-3p, mmu-miR-290b-5p, mmu-miR-9768-3p, mmu-miR-6901-3p, mmu-miR-382-3p, mmu-miR-7031-5p, mmu-miR-7242-5p, mmu-miR-6974-3p, mmu-miR-5615-5p, mmu-miR-6966-5p, mmu-miR-6957-3p, mmu-miR-551b-3p, mmu-miR-3091-3p, mmu-miR-338-3p, mmu-miR-873a-5p, mmu-miR-2861, mmu-miR-7657-3p, mmu-miR-134-5p, mmu-miR-7041-3p, mmu-miR-7093-3p, mmu-miR-3620-3p, mmu-miR-217-5p, mmu-miR-7030-5p, mmu-miR-6923-3p |
| circRNA00825 | mmu-miR-877-3p, mmu-miR-8119, mmu-miR-186-3p, mmu-miR-7012-5p, mmu-miR-6974-5p, mmu-miR-7030-5p, mmu-miR-7226-5p, mmu-miR-504-3p, mmu-miR-7057-5p, mmu-miR-6418-5p, mmu-miR-7058-5p, mmu-miR-7212-3p, mmu-miR-8113, mmu-miR-188-3p, mmu-miR-497b, mmu-miR-130a-5p, mmu-miR-1249-5p, mmu-miR-1904, mmu-miR-501-5p, mmu-miR-7018-5p, mmu-miR-5114, mmu-miR-7050-5p, mmu-miR-105, mmu-miR-3473a, mmu-miR-6539, mmu-miR-330-5p, mmu-miR-6769b-3p, mmu-miR-6403, mmu-miR-190b-3p, mmu-miR-669c-3p |
| circRNA03309 | mmu-miR-378d, mmu-miR-7050-5p, mmu-miR-185-3p, mmu-miR-301a-5p, mmu-miR-3113-3p, mmu-miR-7012-5p, mmu-miR-3095-5p, mmu-miR-6952-3p, mmu-miR-12189-3p, mmu-miR-149-5p, mmu-miR-6395, mmu-miR-7084-3p, mmu-miR-92a-2-5p, mmu-miR-6418-5p, mmu-miR-702-5p, mmu-miR-12192-5p, mmu-miR-328-3p, mmu-miR-6379, mmu-miR-874-3p, mmu-miR-6931-5p, mmu-miR-7026-3p, mmu-miR-6907-5p, mmu-miR-106a-3p, mmu-miR-5623-3p, mmu-miR-7035-3p, mmu-miR-700-5p, mmu-miR-6936-5p, mmu-miR-7649-5p, mmu-miR-24-3p, mmu-miR-150-3p |
| circRNA02418 | mmu-miR-7092-3p, mmu-miR-129b-5p, mmu-miR-7678-3p, mmu-miR-130a-5p, mmu-miR-6935-3p, mmu-miR-7036b-3p, mmu-miR-7116-3p, mmu-miR-6384, mmu-miR-6344, mmu-miR-12205-5p, mmu-miR-7680-3p, mmu-miR-6984-3p, mmu-miR-6999-3p, mmu-miR-12180-3p, mmu-miR-26a-2-3p, mmu-miR-203-5p, mmu-miR-3057-5p, mmu-miR-6964-3p, mmu-miR-7657-3p, mmu-miR-23b-5p, mmu-miR-5101, mmu-miR-7231-3p, mmu-miR-7663-5p, mmu-miR-672-5p, mmu-miR-670-3p, mmu-miR-691, mmu-miR-181a-1-3p, mmu-miR-6928-3p, mmu-miR-3099-5p, mmu-miR-434-3p |
| circRNA04488 | mmu-miR-7044-5p, mmu-miR-6982-5p, mmu-miR-6930-5p, mmu-miR-7028-5p, mmu-miR-667-5p, mmu-miR-7081-5p, mmu-miR-3075-3p, mmu-miR-7669-3p, mmu-miR-30c-1-3p, mmu-miR-3066-5p, mmu-miR-5623-5p, mmu-miR-449c-5p, mmu-miR-7019-5p, mmu-miR-485-5p, mmu-miR-449b, mmu-miR-1843a-5p, mmu-miR-5110, mmu-miR-7001-5p, mmu-miR-6360, mmu-miR-7242-3p, mmu-miR-7649-3p, mmu-miR-763, mmu-miR-679-5p, mmu-miR-1982-5p, mmu-miR-7092-3p, mmu-miR-6911-5p, mmu-miR-7061-5p, mmu-miR-6988-5p, mmu-miR-5114, mmu-miR-6929-5p |
| circRNA01605 | mmu-miR-7218-5p, mmu-miR-7652-3p, mmu-miR-6897-5p, mmu-miR-682, mmu-miR-146b-5p, mmu-miR-106a-3p, mmu-miR-328-5p, mmu-miR-383-3p, mmu-miR-146a-5p, mmu-miR-20b-3p, mmu-miR-664-5p, mmu-miR-3076-3p, mmu-miR-7240-5p, mmu-miR-185-5p, mmu-miR-6984-5p, mmu-miR-12188-3p, mmu-miR-7222-5p, mmu-miR-191-3p, mmu-miR-12202-3p, mmu-miR-29b-1-5p, mmu-miR-882, mmu-miR-488-3p, mmu-miR-3110-3p, mmu-miR-7667-5p, mmu-miR-376b-3p, mmu-miR-687, mmu-miR-6396, mmu-miR-194-2-3p, mmu-miR-383-5p, mmu-miR-673-5p |
| circRNA03073 | mmu-miR-7229-3p, mmu-miR-7058-5p, mmu-miR-672-3p, mmu-miR-7033-5p, mmu-miR-7226-5p, mmu-miR-881-5p, mmu-miR-149-3p, mmu-miR-669c-3p, mmu-miR-185-5p, mmu-miR-7661-5p, mmu-miR-466f-3p, mmu-miR-6373, mmu-miR-6969-5p, mmu-miR-7094-1-5p, mmu-miR-6418-5p, mmu-miR-504-3p, mmu-miR-509-5p, mmu-miR-3473a, mmu-miR-142a-5p, mmu-miR-7118-5p, mmu-miR-1264-3p, mmu-miR-6925-5p, mmu-miR-7222-5p, mmu-miR-188-3p, mmu-miR-5110, mmu-miR-466q, mmu-miR-6971-5p, mmu-miR-145a-5p, mmu-miR-3097-5p, mmu-miR-3057-3p |
| circRNA02313 | mmu-miR-7652-3p, mmu-miR-6898-3p, mmu-miR-1933-3p, mmu-miR-298-5p, mmu-miR-7649-3p, mmu-miR-710, mmu-miR-7086-5p, mmu-miR-1199-5p, mmu-miR-1956, mmu-miR-181b-5p, mmu-miR-1903, mmu-miR-3063-3p, mmu-miR-7015-5p, mmu-miR-3473c, mmu-miR-6931-5p, mmu-miR-8092, mmu-miR-7087-3p, mmu-miR-378b, mmu-miR-181d-5p, mmu-miR-7688-3p, mmu-miR-5113, mmu-miR-6398, mmu-miR-7230-5p, mmu-miR-465a-3p, mmu-miR-666-3p, mmu-miR-465b-3p, mmu-miR-465c-3p, mmu-miR-7238-3p, mmu-miR-6965-3p, mmu-miR-5132-5p |
| circRNA00723 | mmu-miR-7016-5p, mmu-miR-466k, mmu-miR-466i-5p, mmu-miR-5623-5p, mmu-miR-6939-5p, mmu-miR-7058-5p, mmu-miR-466d-5p, mmu-miR-669d-5p, mmu-miR-466f, mmu-miR-466l-5p, mmu-miR-3084-5p, mmu-miR-466n-5p, mmu-miR-6986-5p, mmu-miR-709, mmu-miR-451b, mmu-miR-7678-5p, mmu-miR-130b-3p, mmu-miR-669f-5p, mmu-miR-669n, mmu-miR-6921-5p, mmu-miR-7072-5p, mmu-miR-669a-5p, mmu-miR-1187, mmu-miR-669p-5p, mmu-miR-6953-5p, mmu-miR-7063-5p, mmu-miR-466a-5p, mmu-miR-466e-5p, mmu-miR-6922-5p, mmu-miR-767 |
| circRNA00447 | mmu-miR-6948-3p, mmu-miR-28a-3p, mmu-miR-7092-3p, mmu-miR-6917-5p, mmu-miR-8094, mmu-miR-134-5p, mmu-miR-667-5p, mmu-miR-712-5p, mmu-miR-193b-5p, mmu-miR-30c-1-3p, mmu-miR-708-3p, mmu-miR-144-5p, mmu-miR-7021-5p, mmu-miR-27b-5p, mmu-miR-7043-5p, mmu-miR-1942, mmu-miR-669h-5p, mmu-miR-7211-3p, mmu-miR-8108, mmu-miR-3105-3p, mmu-miR-369-5p, mmu-miR-6373, mmu-miR-6992-5p, mmu-miR-8093, mmu-miR-219a-1-3p, mmu-miR-181b-2-3p, mmu-miR-6408, mmu-miR-6415, mmu-miR-6975-5p, mmu-miR-6237 |
| circRNA03673 | mmu-miR-1952, mmu-miR-421-3p, mmu-miR-7655-5p, mmu-miR-185-3p, mmu-miR-883b-5p, mmu-miR-494-5p, mmu-miR-3071-3p, mmu-miR-3062-5p, mmu-miR-7658-3p, mmu-miR-6945-5p, mmu-miR-7077-5p, mmu-miR-667-5p, mmu-miR-7686-5p, mmu-miR-7222-5p, mmu-miR-673-3p, mmu-miR-679-3p, mmu-miR-124b-3p, mmu-miR-148b-3p, mmu-miR-410-5p, mmu-miR-3110-3p, mmu-miR-154-5p, mmu-miR-470-5p, mmu-miR-3099-5p, mmu-miR-1188-5p, mmu-miR-6403, mmu-miR-8112, mmu-miR-1894-5p, mmu-miR-3971, mmu-miR-6982-3p, mmu-miR-669h-5p |
| circRNA04655 | mmu-miR-669a-5p, mmu-miR-669p-5p, mmu-miR-12205-5p, mmu-miR-5627-3p, mmu-miR-8108, mmu-miR-3064-5p, mmu-miR-7054-5p, mmu-miR-196b-5p, mmu-miR-693-5p, mmu-miR-669f-5p, mmu-miR-669o-5p, mmu-miR-6393, mmu-miR-6400, mmu-miR-7070-3p, mmu-miR-7659-3p, mmu-miR-196a-5p, mmu-miR-743a-5p, mmu-miR-669l-5p, mmu-miR-140-5p, mmu-miR-672-3p, mmu-miR-3098-3p, mmu-miR-323-3p, mmu-miR-1231-3p, mmu-miR-7053-3p, mmu-miR-3095-5p, mmu-miR-132-3p, mmu-miR-22-5p, mmu-miR-7021-3p, mmu-let-7f-5p, mmu-miR-500-5p |
| circRNA00747 | mmu-miR-1958, mmu-miR-7092-3p, mmu-miR-6967-3p, mmu-miR-6380, mmu-miR-19b-2-5p, mmu-miR-211-5p, mmu-miR-6240, mmu-miR-6951-5p, mmu-miR-7012-5p, mmu-miR-1950, mmu-miR-6964-3p, mmu-miR-669b-5p, mmu-miR-26a-2-3p, mmu-miR-106a-5p, mmu-miR-153-5p, mmu-miR-7661-5p, mmu-miR-677-3p, mmu-miR-204-5p, mmu-miR-6341, mmu-miR-7061-3p, mmu-miR-136-5p, mmu-miR-7651-3p, mmu-miR-5619-5p, mmu-miR-686, mmu-miR-292b-5p, mmu-miR-7679-5p, mmu-miR-106b-5p, mmu-miR-301b-3p, mmu-miR-6899-3p, mmu-miR-294-5p |
| circRNA03674 | mmu-miR-9768-3p, mmu-miR-7077-5p, mmu-miR-7027-5p, mmu-miR-1952, mmu-miR-421-3p, mmu-miR-6934-5p, mmu-miR-7226-5p, mmu-miR-124b-3p, mmu-miR-7655-5p, mmu-miR-185-3p, mmu-miR-883b-5p, mmu-miR-7010-5p, mmu-miR-494-5p, mmu-miR-1188-5p, mmu-miR-3071-3p, mmu-miR-3062-5p, mmu-miR-653-3p, mmu-miR-7054-5p, mmu-miR-7646-3p, mmu-miR-7658-3p, mmu-miR-7683-3p, mmu-miR-6945-5p, mmu-miR-7047-5p, mmu-miR-667-5p, mmu-miR-7686-5p, mmu-miR-6901-3p, mmu-miR-8106, mmu-miR-7046-5p, mmu-miR-188-3p, mmu-miR-6983-5p |
| circRNA03831 | mmu-miR-7092-3p, mmu-miR-7651-3p, mmu-miR-30d-3p, mmu-miR-30e-3p, mmu-miR-30a-3p, mmu-miR-3084-3p, mmu-miR-17-3p, mmu-miR-6899-3p, mmu-miR-6935-3p, mmu-miR-106a-3p, mmu-miR-7238-3p, mmu-miR-20b-3p, mmu-miR-666-3p, mmu-miR-222-5p, mmu-miR-7650-3p, mmu-miR-29b-3p, mmu-miR-29c-3p, mmu-miR-6999-3p, mmu-miR-760-3p, mmu-miR-146a-3p, mmu-miR-742-5p, mmu-miR-466o-3p, mmu-miR-29a-3p, mmu-miR-7214-5p, mmu-miR-320-3p, mmu-miR-6928-3p, mmu-miR-7038-5p, mmu-miR-3112-3p, mmu-miR-3572-3p, mmu-miR-410-3p |
| circRNA06452 | mmu-miR-3473c, mmu-miR-7013-5p, mmu-miR-7649-3p, mmu-miR-6539, mmu-miR-1960, mmu-miR-1a-2-5p, mmu-miR-12187-3p, mmu-miR-1a-1-5p, mmu-miR-133c, mmu-miR-691, mmu-miR-130a-5p, mmu-miR-6537-5p, mmu-miR-133a-3p, mmu-miR-133b-3p, mmu-miR-12184-3p, mmu-miR-7041-5p, mmu-miR-669e-5p, mmu-miR-6946-3p, mmu-miR-693-5p, mmu-miR-7663-5p, mmu-miR-5129-3p, mmu-miR-6975-3p, mmu-miR-499-5p, mmu-miR-6945-5p, mmu-miR-590-5p, mmu-miR-154-3p, mmu-miR-3106-5p, mmu-miR-3971, mmu-miR-7063-3p, mmu-miR-6919-3p |
| circRNA08673 | mmu-miR-7021-3p, mmu-miR-7030-3p, mmu-miR-6987-3p, mmu-miR-7008-3p, mmu-miR-7077-3p, mmu-miR-6965-3p, mmu-miR-6973b-3p, mmu-miR-6976-3p, mmu-miR-7039-3p, mmu-miR-6966-3p, mmu-miR-7048-3p, mmu-miR-7002-3p, mmu-miR-421-3p, mmu-miR-9768-3p, mmu-miR-7063-3p, mmu-miR-7077-5p, mmu-miR-12191-3p, mmu-miR-7092-3p, mmu-miR-3104-3p, mmu-miR-207, mmu-miR-7027-5p, mmu-miR-1952, mmu-miR-6934-5p, mmu-miR-532-3p, mmu-miR-7226-5p, mmu-miR-124b-3p, mmu-miR-7686-5p, mmu-miR-7655-5p, mmu-miR-185-3p, mmu-miR-211-3p |
| circRNA06661 | mmu-miR-335-3p, mmu-miR-147-5p, mmu-miR-7227-5p, mmu-miR-6539, mmu-miR-6926-5p, mmu-miR-200a-3p, mmu-miR-7674-3p, mmu-miR-6907-5p, mmu-miR-296-3p, mmu-miR-12187-3p, mmu-miR-468-5p, mmu-miR-568, mmu-miR-3967, mmu-miR-194-1-3p, mmu-miR-450a-1-3p, mmu-miR-369-3p, mmu-miR-7b-5p, mmu-miR-141-3p, mmu-miR-208b-5p, mmu-miR-23b-3p, mmu-miR-409-5p, mmu-miR-466f-3p, mmu-miR-466i-3p, mmu-miR-216a-3p, mmu-miR-374c-5p, mmu-miR-216b-3p, mmu-miR-6405, mmu-miR-7065-5p, mmu-miR-450b-3p, mmu-miR-330-5p |
| circRNA08440 | mmu-miR-667-5p, mmu-miR-138-5p, mmu-miR-17-3p, mmu-miR-7216-5p, mmu-miR-335-3p, mmu-miR-5622-3p, mmu-miR-3097-5p, mmu-miR-7005-3p, mmu-miR-8104, mmu-miR-203-5p, mmu-miR-5620-5p, mmu-miR-382-5p, mmu-miR-5101, mmu-miR-466b-5p, mmu-miR-466o-5p, mmu-miR-7088-5p, mmu-miR-326-5p, mmu-miR-3971, mmu-miR-7234-5p, mmu-miR-7087-5p, mmu-miR-3109-3p, mmu-miR-12202-5p, mmu-miR-665-3p, mmu-miR-7649-3p, mmu-miR-7237-5p, mmu-miR-666-3p, mmu-miR-6933-3p, mmu-miR-124-5p, mmu-miR-466c-5p, mmu-miR-1b-3p |
| circRNA09919 | mmu-miR-1982-3p, mmu-miR-7054-3p, mmu-miR-7026-3p, mmu-miR-6958-3p, mmu-miR-741-3p, mmu-miR-3074-5p, mmu-miR-181b-2-3p, mmu-miR-501-5p, mmu-miR-1188-5p, mmu-miR-652-3p, mmu-miR-30d-3p, mmu-miR-377-3p, mmu-miR-6998-3p, mmu-miR-489-5p, mmu-miR-7228-3p, mmu-miR-7667-3p, mmu-miR-7226-5p, mmu-miR-7648-5p, mmu-miR-760-3p, mmu-miR-6911-3p, mmu-miR-7065-3p, mmu-miR-7678-3p, mmu-miR-879-5p, mmu-miR-7037-5p, mmu-miR-30a-3p, mmu-miR-181b-1-3p, mmu-miR-7068-5p, mmu-miR-7659-5p, mmu-miR-1291, mmu-miR-143-3p |

**Supplementary** **Table 3 Differentially expressed miRNAs in the hippocampus of 5×FAD mice.**

**Supplementary Table 4 Overlapped miRNAs in predicted and sequenced miRNAs**

| **circRNAs** | **miRNAs** |
| --- | --- |
| circRNA03556 | mmu-miR-1903, mmu-miR-12183-5p, mmu-miR-761, mmu-miR-7231-3p, mmu-miR-207, mmu-miR-384-3p, mmu-miR-7054-3p, mmu-miR-7032-5p, mmu-miR-686, mmu-miR-6961-3p, mmu-miR-19b-2-5p, mmu-miR-8097, mmu-miR-6925-5p, mmu-miR-877-3p |
| circRNA03725 | mmu-miR-7094-1-5p, mmu-miR-181b-5p, mmu-miR-181d-5p, mmu-miR-9768-3p, mmu-miR-6970-5p, mmu-miR-12205-5p, mmu-miR-6414, mmu-miR-3068-5p, mmu-miR-7116-3p, mmu-miR-7b-5p, mmu-miR-146b-5p, mmu-miR-669g, mmu-miR-34b-3p, mmu-miR-141-5p, mmu-miR-1904 |
| circRNA01979 | mmu-miR-107-5p, mmu-miR-6946-3p, mmu-miR-1903, mmu-miR-103-1-5p, mmu-miR-103-2-5p, mmu-miR-6999-3p, mmu-miR-3099-5p, mmu-miR-320-5p, mmu-miR-6344, mmu-miR-7231-3p, mmu-miR-12183-5p, mmu-miR-3098-3p, mmu-miR-7116-3p, mmu-miR-6932-3p, mmu-miR-7092-3p, mmu-miR-6935-3p, mmu-miR-693-3p, mmu-miR-207, mmu-miR-7b-5p, mmu-miR-7028-3p |
| circRNA00533 | mmu-miR-7680-5p, mmu-miR-30d-3p, mmu-miR-30e-3p, mmu-miR-34b-3p, mmu-miR-5619-5p, mmu-miR-290b-3p, mmu-miR-6963-5p, mmu-miR-7013-5p, mmu-miR-146b-5p, mmu-miR-6951-5p, mmu-miR-6901-3p, mmu-miR-761, mmu-miR-145b, mmu-miR-7659-5p, mmu-miR-7663-5p, mmu-miR-145a-5p, mmu-miR-146a-5p |
| circRNA01891 | mmu-miR-6946-3p, mmu-miR-145a-3p, mmu-miR-7116-3p, mmu-miR-7092-3p, mmu-miR-107-5p, mmu-miR-26a-2-3p, mmu-miR-103-1-5p, mmu-miR-103-2-5p, mmu-miR-691, mmu-miR-7231-3p, mmu-miR-130a-5p, mmu-miR-6932-3p, mmu-miR-3081-5p, mmu-miR-6951-3p, mmu-miR-6967-3p, mmu-miR-6935-3p, mmu-miR-3074-5p, mmu-miR-7008-3p, mmu-miR-710, mmu-miR-12202-3p, mmu-miR-3068-5p, mmu-miR-7084-3p |
| circRNA03723 | mmu-miR-466b-5p, mmu-miR-466o-5p, mmu-miR-7661-5p, mmu-miR-466i-5p, mmu-miR-6970-5p, mmu-miR-3112-3p, mmu-miR-3068-5p, mmu-miR-297c-5p, mmu-miR-1187, mmu-miR-297a-5p, mmu-miR-6984-3p, mmu-miR-6414, mmu-let-7f-5p, mmu-miR-466c-5p, mmu-miR-466l-5p, mmu-miR-466a-5p, mmu-miR-466e-5p, mmu-miR-6925-5p, mmu-miR-7094-1-5p |
| circRNA04809 | mmu-miR-6998-3p, mmu-miR-667-5p, mmu-miR-320-5p, mmu-miR-7030-5p, mmu-miR-6921-5p, mmu-miR-6899-3p, mmu-miR-7688-3p, mmu-miR-6948-3p, mmu-miR-6958-3p, mmu-miR-23b-5p, mmu-miR-1903, mmu-miR-6919-3p, mmu-miR-7652-3p, mmu-miR-7663-5p, mmu-miR-12183-5p, mmu-miR-7226-5p |
| circRNA00343 | mmu-miR-3081-5p, mmu-miR-669d-5p, mmu-miR-8097, mmu-miR-290b-3p, mmu-miR-216b-3p, mmu-miR-7031-5p, mmu-miR-6393, mmu-miR-7683-3p, mmu-miR-297a-5p, mmu-miR-297c-5p, mmu-miR-742-5p, mmu-miR-7027-5p, mmu-miR-9768-5p, mmu-miR-7010-5p, mmu-miR-298-3p, mmu-miR-873a-5p |
| circRNA03712 | mmu-miR-153-5p, mmu-miR-466q, mmu-miR-27b-5p, mmu-miR-1904, mmu-miR-6951-5p, mmu-miR-3095-5p, mmu-miR-30a-3p, mmu-miR-30e-3p, mmu-miR-7680-5p, mmu-miR-700-5p, mmu-miR-693-3p, mmu-miR-7013-3p, mmu-miR-12205-5p, mmu-miR-145b, mmu-miR-6963-5p, mmu-miR-384-3p, mmu-miR-6999-3p |
| circRNA01543 | mmu-miR-7649-3p, mmu-miR-6961-3p, mmu-miR-204-5p, mmu-miR-211-5p, mmu-miR-7116-3p, mmu-miR-3473c, mmu-miR-9768-5p, mmu-miR-1947-5p, mmu-miR-691 |
| circRNA03390 | mmu-miR-669g, mmu-miR-7033-5p, mmu-miR-7013-3p, mmu-miR-3095-3p, mmu-miR-743a-5p, mmu-miR-6987-5p, mmu-miR-6900-5p, mmu-miR-709, mmu-miR-5619-5p, mmu-miR-26b-5p, mmu-miR-871-5p, mmu-miR-7032-5p, mmu-miR-7218-5p |
| circRNA03847 | mmu-miR-693-3p, mmu-miR-743a-5p, mmu-miR-6405, mmu-miR-871-5p, mmu-miR-141-5p, mmu-miR-7018-5p, mmu-miR-450a-1-3p, mmu-miR-1947-5p |
| circRNA00982 | mmu-miR-6951-5p, mmu-miR-7214-5p, mmu-miR-489-5p, mmu-miR-6951-3p, mmu-miR-6344, mmu-miR-883b-5p, mmu-miR-103-1-5p, mmu-miR-103-2-5p, mmu-miR-107-5p, mmu-miR-6899-3p, mmu-miR-26b-5p, mmu-miR-7116-3p, mmu-miR-7010-5p, mmu-miR-1958, mmu-miR-8092 |
| circRNA02067 | mmu-miR-6900-5p, mmu-miR-677-3p, mmu-miR-1291, mmu-miR-8094, mmu-miR-712-5p, mmu-miR-6987-5p, mmu-miR-1843a-5p, mmu-miR-7088-5p, mmu-miR-3095-3p, mmu-miR-5623-5p, mmu-miR-6958-3p, mmu-miR-7227-5p, mmu-miR-669e-5p, mmu-miR-145a-3p |
| circRNA01985 | mmu-miR-12202-3p, mmu-miR-320-5p, mmu-miR-6946-3p, mmu-miR-7028-3p, mmu-miR-7030-3p, mmu-miR-298-3p, mmu-miR-9768-3p, mmu-miR-6901-3p, mmu-miR-7031-5p, mmu-miR-873a-5p, mmu-miR-7657-3p, mmu-miR-134-5p, mmu-miR-7030-5p |
| circRNA00825 | mmu-miR-877-3p, mmu-miR-7012-5p, mmu-miR-7030-5p, mmu-miR-7226-5p, mmu-miR-504-3p, mmu-miR-6418-5p, mmu-miR-7058-5p, mmu-miR-188-3p, mmu-miR-130a-5p, mmu-miR-1904, mmu-miR-501-5p, mmu-miR-7018-5p, mmu-miR-5114, mmu-miR-7050-5p, mmu-miR-3473a, mmu-miR-6539, mmu-miR-330-5p, mmu-miR-6403, mmu-miR-669c-3p |
| circRNA03309 | mmu-miR-7050-5p, mmu-miR-185-3p, mmu-miR-7012-5p, mmu-miR-3095-5p, mmu-miR-7084-3p, mmu-miR-6418-5p, mmu-miR-6931-5p, mmu-miR-7026-3p, mmu-miR-6907-5p, mmu-miR-106a-3p, mmu-miR-700-5p |
| circRNA02418 | mmu-miR-7092-3p, mmu-miR-7678-3p, mmu-miR-130a-5p, mmu-miR-6935-3p, mmu-miR-7116-3p, mmu-miR-6344, mmu-miR-12205-5p, mmu-miR-6984-3p, mmu-miR-6999-3p, mmu-miR-26a-2-3p, mmu-miR-203-5p, mmu-miR-6964-3p, mmu-miR-7657-3p, mmu-miR-23b-5p, mmu-miR-5101, mmu-miR-7231-3p, mmu-miR-7663-5p, mmu-miR-691, mmu-miR-6928-3p, mmu-miR-3099-5p |
| circRNA04488 | mmu-miR-667-5p, mmu-miR-30c-1-3p, mmu-miR-5623-5p, mmu-miR-1843a-5p, mmu-miR-5110, mmu-miR-7649-3p, mmu-miR-7092-3p, mmu-miR-5114 |
| circRNA01605 | mmu-miR-7218-5p, mmu-miR-7652-3p, mmu-miR-146b-5p, mmu-miR-106a-3p, mmu-miR-146a-5p, mmu-miR-20b-3p, mmu-miR-185-5p, mmu-miR-7222-5p, mmu-miR-12202-3p, mmu-miR-3110-3p |
| circRNA03073 | mmu-miR-7058-5p, mmu-miR-672-3p, mmu-miR-7033-5p, mmu-miR-7226-5p, mmu-miR-669c-3p, mmu-miR-185-5p, mmu-miR-7661-5p, mmu-miR-466f-3p, mmu-miR-6373, mmu-miR-7094-1-5p, mmu-miR-6418-5p, mmu-miR-504-3p, mmu-miR-3473a, mmu-miR-6925-5p, mmu-miR-7222-5p, mmu-miR-188-3p, mmu-miR-5110, mmu-miR-466q, mmu-miR-145a-5p, mmu-miR-3097-5p |
| circRNA02313 | mmu-miR-7652-3p, mmu-miR-7649-3p, mmu-miR-710, mmu-miR-181b-5p, mmu-miR-1903, mmu-miR-3473c, mmu-miR-6931-5p, mmu-miR-8092, mmu-miR-181d-5p, mmu-miR-7688-3p, mmu-miR-666-3p, mmu-miR-7238-3p, mmu-miR-6965-3p |
| circRNA00723 | mmu-miR-466i-5p, mmu-miR-5623-5p, mmu-miR-7058-5p, mmu-miR-669d-5p, mmu-miR-466l-5p, mmu-miR-709, mmu-miR-669f-5p, mmu-miR-6921-5p, mmu-miR-669a-5p, mmu-miR-1187, mmu-miR-669p-5p, mmu-miR-466a-5p, mmu-miR-466e-5p |
| circRNA00447 | mmu-miR-6948-3p, mmu-miR-7092-3p, mmu-miR-8094, mmu-miR-134-5p, mmu-miR-667-5p, mmu-miR-712-5p, mmu-miR-30c-1-3p, mmu-miR-27b-5p, mmu-miR-669h-5p, mmu-miR-8108, mmu-miR-6373, mmu-miR-181b-2-3p |
| circRNA03673 | mmu-miR-1952, mmu-miR-421-3p, mmu-miR-7655-5p, mmu-miR-185-3p, mmu-miR-883b-5p, mmu-miR-494-5p, mmu-miR-3071-3p, mmu-miR-3062-5p, mmu-miR-7658-3p, mmu-miR-6945-5p, mmu-miR-7077-5p, mmu-miR-667-5p, mmu-miR-7686-5p, mmu-miR-7222-5p, mmu-miR-124b-3p, mmu-miR-3110-3p, mmu-miR-3099-5p, mmu-miR-1188-5p, mmu-miR-6403, mmu-miR-3971, mmu-miR-669h-5p |
| circRNA04655 | mmu-miR-669a-5p, mmu-miR-669p-5p, mmu-miR-12205-5p, mmu-miR-8108, mmu-miR-7054-5p, mmu-miR-693-5p, mmu-miR-669f-5p, mmu-miR-6393, mmu-miR-743a-5p, mmu-miR-672-3p, mmu-miR-3098-3p, mmu-miR-3095-5p, mmu-miR-7021-3p, mmu-let-7f-5p |
| circRNA00747 | mmu-miR-1958, mmu-miR-7092-3p, mmu-miR-6967-3p, mmu-miR-19b-2-5p, mmu-miR-211-5p, mmu-miR-6951-5p, mmu-miR-7012-5p, mmu-miR-6964-3p, mmu-miR-26a-2-3p, mmu-miR-153-5p, mmu-miR-7661-5p, mmu-miR-677-3p, mmu-miR-204-5p, mmu-miR-7651-3p, mmu-miR-5619-5p, mmu-miR-686, mmu-miR-6899-3p |
| circRNA03674 | mmu-miR-9768-3p, mmu-miR-7077-5p, mmu-miR-7027-5p, mmu-miR-1952, mmu-miR-421-3p, mmu-miR-6934-5p, mmu-miR-7226-5p, mmu-miR-124b-3p, mmu-miR-7655-5p, mmu-miR-185-3p, mmu-miR-883b-5p, mmu-miR-7010-5p, mmu-miR-494-5p, mmu-miR-1188-5p, mmu-miR-3071-3p, mmu-miR-3062-5p, mmu-miR-7054-5p, mmu-miR-7658-3p, mmu-miR-7683-3p, mmu-miR-6945-5p, mmu-miR-667-5p, mmu-miR-7686-5p, mmu-miR-6901-3p, mmu-miR-188-3p |
| circRNA03831 | mmu-miR-7092-3p, mmu-miR-7651-3p, mmu-miR-30d-3p, mmu-miR-30e-3p, mmu-miR-30a-3p, mmu-miR-17-3p, mmu-miR-6899-3p, mmu-miR-6935-3p, mmu-miR-106a-3p, mmu-miR-7238-3p, mmu-miR-20b-3p, mmu-miR-666-3p, mmu-miR-6999-3p, mmu-miR-760-3p, mmu-miR-742-5p, mmu-miR-7214-5p, mmu-miR-6928-3p, mmu-miR-3112-3p |
| circRNA06452 | mmu-miR-3473c, mmu-miR-7013-5p, mmu-miR-7649-3p, mmu-miR-6539, mmu-miR-12187-3p, mmu-miR-691, mmu-miR-130a-5p, mmu-miR-669e-5p, mmu-miR-6946-3p, mmu-miR-693-5p, mmu-miR-7663-5p, mmu-miR-6945-5p, mmu-miR-3971, mmu-miR-7063-3p, mmu-miR-6919-3p |
| circRNA08673 | mmu-miR-7021-3p, mmu-miR-7030-3p, mmu-miR-7008-3p, mmu-miR-6965-3p, mmu-miR-421-3p, mmu-miR-9768-3p, mmu-miR-7063-3p, mmu-miR-7077-5p, mmu-miR-7092-3p, mmu-miR-207, mmu-miR-7027-5p, mmu-miR-1952, mmu-miR-6934-5p, mmu-miR-7226-5p, mmu-miR-124b-3p, mmu-miR-7686-5p, mmu-miR-7655-5p, mmu-miR-185-3p |
| circRNA06661 | mmu-miR-335-3p, mmu-miR-7227-5p, mmu-miR-6539, mmu-miR-6907-5p, mmu-miR-12187-3p, mmu-miR-450a-1-3p, mmu-miR-7b-5p, mmu-miR-466f-3p, mmu-miR-216b-3p, mmu-miR-6405, mmu-miR-330-5p |
| circRNA08440 | mmu-miR-667-5p, mmu-miR-17-3p, mmu-miR-335-3p, mmu-miR-3097-5p, mmu-miR-203-5p, mmu-miR-5101, mmu-miR-466b-5p, mmu-miR-466o-5p, mmu-miR-7088-5p, mmu-miR-3971, mmu-miR-7649-3p, mmu-miR-666-3p, mmu-miR-466c-5p |
| circRNA09919 | mmu-miR-7054-3p, mmu-miR-7026-3p, mmu-miR-6958-3p, mmu-miR-3074-5p, mmu-miR-181b-2-3p, mmu-miR-501-5p, mmu-miR-1188-5p, mmu-miR-30d-3p, mmu-miR-6998-3p, mmu-miR-489-5p, mmu-miR-7226-5p, mmu-miR-760-3p, mmu-miR-7678-3p, mmu-miR-30a-3p, mmu-miR-7659-5p, mmu-miR-1291 |

**Supplementary Table 5 Key miRNAs in the circRNA-miRNA network**

| **miRNAs** | **Degree** | **Betweenness Centrality** | **Closeness Centrality** | **Neighborhood Connectivity** |
| --- | --- | --- | --- | --- |
| mmu-miR-7092-3p | 8 | 0.095627 | 0.288509 | 18.375 |
| mmu-miR-7116-3p | 6 | 0.062243 | 0.270332 | 18.5 |
| mmu-miR-667-5p | 6 | 0.055892 | 0.263982 | 18 |
| mmu-miR-7649-3p | 5 | 0.059372 | 0.250265 | 17.6 |
| mmu-miR-7663-5p | 4 | 0.027006 | 0.258206 | 19.25 |
| mmu-miR-6999-3p | 4 | 0.020656 | 0.264871 | 21 |
| mmu-miR-6951-5p | 4 | 0.025265 | 0.252677 | 20.75 |
| mmu-miR-6946-3p | 4 | 0.028238 | 0.252677 | 17 |
| mmu-miR-6935-3p | 4 | 0.009519 | 0.253763 | 20 |
| mmu-miR-6899-3p | 4 | 0.023295 | 0.256522 | 19.75 |
| mmu-miR-185-3p | 4 | 0.020768 | 0.231827 | 17.25 |
| mmu-miR-130a-5p | 4 | 0.023003 | 0.251331 | 18.5 |
| mmu-miR-7b-5p | 3 | 0.025793 | 0.245067 | 18 |
| mmu-miR-7655-5p | 3 | 0.002633 | 0.225621 | 18 |
| mmu-miR-7077-5p | 3 | 0.002633 | 0.225621 | 18 |
| mmu-miR-7027-5p | 3 | 0.015146 | 0.239837 | 18 |
| mmu-miR-7012-5p | 3 | 0.024048 | 0.234359 | 16.33333 |
| mmu-miR-7010-5p | 3 | 0.026849 | 0.252677 | 19.33333 |
| mmu-miR-6958-3p | 3 | 0.01376 | 0.227141 | 19.66667 |
| mmu-miR-693-3p | 3 | 0.040518 | 0.240081 | 18.66667 |
| mmu-miR-6925-5p | 3 | 0.02363 | 0.224548 | 18 |
| mmu-miR-6901-3p | 3 | 0.025195 | 0.241556 | 18 |
| mmu-miR-666-3p | 3 | 0.021729 | 0.238384 | 20 |
| mmu-miR-6539 | 3 | 0.022584 | 0.237903 | 18.66667 |
| mmu-miR-5623-5p | 3 | 0.027739 | 0.231373 | 18.66667 |
| mmu-miR-5619-5p | 3 | 0.025055 | 0.239594 | 18.66667 |
| mmu-miR-421-3p | 3 | 0.002633 | 0.225621 | 18 |
| mmu-miR-3971 | 3 | 0.012772 | 0.234592 | 20 |
| mmu-miR-30e-3p | 3 | 0.012771 | 0.25 | 23.33333 |
| mmu-miR-30d-3p | 3 | 0.01329 | 0.246347 | 23.33333 |
| mmu-miR-30a-3p | 3 | 0.018969 | 0.249471 | 23.66667 |
| mmu-miR-3099-5p | 3 | 0.012884 | 0.243802 | 18.66667 |
| mmu-miR-3095-5p | 3 | 0.026206 | 0.230469 | 19.33333 |
| mmu-miR-3068-5p | 3 | 0.022474 | 0.254037 | 20 |
| mmu-miR-26a-2-3p | 3 | 0.004542 | 0.23671 | 19 |
| mmu-miR-188-3p | 3 | 0.014601 | 0.239351 | 16.33333 |
| mmu-miR-146b-5p | 3 | 0.030709 | 0.23506 | 19.33333 |
| mmu-miR-1188-5p | 3 | 0.014147 | 0.234359 | 20.33333 |
| mmu-miR-107-5p | 3 | 0.004706 | 0.245833 | 18.33333 |
| mmu-miR-103-2-5p | 3 | 0.004706 | 0.245833 | 18.33333 |
| mmu-miR-103-1-5p | 3 | 0.004706 | 0.245833 | 18.33333 |

**Supplementary Table 6 The circRNA-related gene in KEGG pathway analysis**

|  | Term | Description | LogP | Log(q-value) | Symbols |
| --- | --- | --- | --- | --- | --- |
| Upreguated circRNAs-related KEGG pathway | mmu04360 | Axon guidance | -15.7769 | -13.247 | Bmpr2,Camk2b,Camk2g,Dcc,Efna3,Efna5,Efnb3,Enah,Epha3,Epha4,Epha5,Epha6,Epha7,Epha8,Ephb3,Ephb6,Fyn,Fzd3,Gnai3,Itgb1,L1cam,Limk2,Nfatc2,Nfatc3,Nras,Nrp1,Pak3,Pik3r3,Plxna1,Plxna2,Ppp3ca,Ppp3r1,Robo1,Cxcl12,Sema3a,Sema4b,Sema4c,Sema4f,Sema5a,Sema6b,Slit2,Src,Wnt4,Mapk1,Sema4g,Arhgef12,Pik3cb,Ntng1,Unc5a,Camk2d,Srgap1,Lrrc4,Ablim2,Plxna4,Rgma,Srgap3,Lrig2 |
|  | mmu04010 | MAPK signaling pathway | -10.4315 | -8.2541 | Angpt1,Atf2,Cacna1b,Cacna1e,Cacnb2,Cacnb4,Casp3,Crk,Crkl,Csf1,Efna3,Efna5,Elk4,Erbb4,Mecom,Fasl,Fgf1,Fgf4,Hgf,Igf1,Igf1r,Insr,Max,Mef2c,Kitl,Nfatc3,Ngf,Nlk,Nras,Ntrk2,Pdgfb,Pdgfra,Pdgfrb,Ppp3ca,Ppp3r1,Ppp5c,Rasgrp1,Rps6ka1,Sos1,Tgfb3,Tgfbr1,Traf6,Akt3,Map3k1,Map3k2,Map3k3,Mapk1,Mapk14,Mapk8,Cacna1h,Fgf23,Map3k20,Rras2,Dusp6,Tab2,Dusp16,Map3k13,Rps6ka5,Arrb1,Braf,Rap1a,Rps6ka3,Rasa2,Rap1b,Taok1,Pla2g4e |
|  | mmu04068 | FoxO signaling pathway | -8.98069 | -7.0526 | Bcl2l11,Ccnd2,Cdkn1b,S1pr1,Fasl,Grm1,Foxg1,Igf1,Igf1r,Il10,Insr,Smad3,Smad4,Nlk,Nras,Pik3r3,Pten,Rbl2,Slc2a4,Sos1,Stat3,Tgfb3,Tgfbr1,Akt3,Mapk1,Mapk14,Mapk8,Homer1,Homer2,Foxo4,Foxo1,Fbxo32,Setd7,Pik3cb,Braf,Agap2,Ccnb1 |
|  | mmu04722 | Neurotrophin signaling pathway | -8.24577 | -6.4937 | Bcl2,Camk2b,Camk2g,Camk4,Crk,Crkl,Fasl,Sh2b3,Ngf,Nras,Ntrk2,Pik3r3,Prkcd,Rps6ka1,Shc1,Sort1,Sos1,Traf6,Akt3,Map3k1,Map3k3,Mapk1,Mapk14,Mapk8,Prdm4,Rps6ka5,Pik3cb,Camk2d,Braf,Rap1a,Rps6ka3,Rap1b,Shc4,Frs2 |
|  | mmu04014 | Ras signaling pathway | -7.89315 | -6.2081 | Abl2,Angpt1,Arf6,Csf1,Efna3,Efna5,Fasl,Fgf1,Fgf4,Gng4,Grin2b,Hgf,Igf1,Igf1r,Insr,Kitl,Ngf,Nras,Ntrk2,Pak3,Pdgfb,Pdgfra,Pdgfrb,Pik3r3,Rab5b,Rasa3,Rasal1,Rasgrp1,Ralgds,Rgl1,Shc1,Sos1,Tiam1,Akt3,Ets1,Ets2,Mapk1,Mapk8,Foxo4,Rassf1,Fgf23,Rras2,Plce1,Pik3cb,Rap1a,Rasa2,Rap1b,Rasal2,Pla2g3,Shc4,Pla2g4e |
|  | mmu04015 | Rap1 signaling pathway | -7.31533 | -5.6882 | Adcy6,Angpt1,Ctnnd1,Cnr1,Crk,Crkl,Csf1,Efna3,Efna5,Enah,Fgf1,Fgf4,Gnai3,Grin2b,Magi1,Hgf,Igf1,Igf1r,Insr,Itgb1,Kitl,Ngf,Nras,Pdgfb,Pdgfra,Pdgfrb,Pik3r3,Plcb1,Ralgds,Src,Tiam1,Akt3,Mapk1,Mapk14,Magi2,Vav3,Fgf23,Tln2,Plce1,Pik3cb,Prkd3,Braf,Rap1a,Rapgef6,Rap1b,Dock4,Sipa1l2 |
|  | mmu04140 | Autophagy - animal | -6.89037 | -5.3144 | Bcl2,Hif1a,Igf1r,Itpr1,Nras,Pik3r3,Prkcd,Pten,Rab1a,Rab7,Rheb,Traf6,Akt3,Mapk1,Mapk8,Ulk2,Rragd,Rras2,Snap29,Stx17,Trp53inp2,Rps6kb1,C9orf72,Mtmr3,Ddit4,Pik3cb,Atg2b,Atg16l1,Mtmr4,Zfyve1,Smcr8,Atg9a,Nrbf2,Rubcn,Atg14 |
|  | mmu04550 | Signaling pathways regulating pluripotency of stem cells | -6.05952 | -4.5375 | Acvr1,Acvr1b,Zfhx3,Bmpr2,Smarcad1,Fzd3,Fzd5,Hoxa1,Hoxb1,Igf1,Igf1r,Il6st,Smad2,Smad3,Smad4,Smad5,Nras,Pik3r3,Rest,Skil,Stat3,Tcf3,Wnt9b,Wnt4,Wnt8b,Akt3,Esrrb,Mapk1,Mapk14,Pcgf3,Pik3cb,Kat6a,Acvr1c |
|  | mmu04024 | cAMP signaling pathway | -5.70857 | -4.3825 | Adcy6,Adcyap1,Adrb1,Adrb2,Atp1b1,Atp1b2,Atp2b2,Camk2b,Camk2g,Camk4,Creb1,Edn1,Gnai3,Grin2b,Hhip,Htr1a,Htr4,Pde4a,Pde4b,Pik3r3,Ppara,Ppp1cc,Slc9a1,Tiam1,Akt3,Pde10a,Mapk1,Mapk8,Gria3,Gabbr1,Vav3,Rras2,Atp1b4,Plce1,Pik3cb,Atp1a2,Camk2d,Braf,Rap1a,Rap1b,Creb5,Pde4d,Abcc4,Atp2b4 |
|  | mmu04390 | Hippo signaling pathway | -4.10715 | -3.1838 | Bmpr2,Ccnd2,Dlg4,Fgf1,Fzd3,Fzd5,Lats1,Smad2,Smad3,Smad4,Serpine1,Ppp1cc,Tcf7l2,Tead1,Tgfb3,Tgfbr1,Wnt9b,Wnt4,Wnt8b,Ywhag,Ywhaz,Dlg2,Lats2,Rassf1,Sav1,Dlg5,Ppp2r2a,Rassf6,Nkd1,Bbc3,Gdf6 |
| Downreguated circRNAs-related KEGG pathway | mmu04360 | Axon guidance | -20.2065 | -17.676 | Rhoa,Bmpr2,Camk2b,Cfl2,Dpysl2,Dcc,Efna3,Efna5,Efnb1,Efnb3,Enah,Epha4,Epha5,Epha6,Epha7,Epha8,Ephb2,Ephb3,Ephb6,Fyn,Fzd3,Gnai1,Itgb1,Kras,L1cam,Limk2,Met,Nck2,Nfatc3,Nras,Nrp1,Pak1,Pak3,Pik3ca,Pik3r1,Pik3r3,Plxna2,Ppp3r1,Ppp3r2,Robo1,Rock2,Sema4b,Sema4c,Sema4f,Sema5a,Sema6a,Slit2,Src,Unc5c,Wnt4,Mapk1,Sema4g,Plxnc1,Gsk3b,Pik3cb,Ntng1,Camk2d,Plxnb2,Unc5d,Pak6,Ablim2,Ssh2,Pak5,Plxna4,Rgma,Srgap3,Lrig2 |
|  | mmu04140 | Autophagy - animal | -14.9129 | -12.769 | Bcl2,Bcl2l1,Rb1cc1,Ctsl,Hif1a,Igf1r,Itpr1,Kras,Rab8a,Mras,Nras,Pik3ca,Pik3r1,Pik3r3,Prkacb,Prkcd,Pten,Rab1a,Rab7,Rheb,Traf6,Ulk1,Akt3,Map2k1,Mapk1,Mapk10,Mapk8,Mapk9,Ulk2,Rragd,Gabarap,Mlst8,Gabarapl1,Tsc1,Rras2,Stx17,Trp53inp2,C9orf72,Ddit4,Pik3cb,Vmp1,Atg2b,Prkaa1,Prkaa2,Mtmr4,Zfyve1,Smcr8,Atg9a,Nrbf2,Rubcn,Atg14 |
|  | mmu04150 | mTOR signaling pathway | -8.99522 | -7.6111 | Rhoa,Atp6v1a,Atp6v1b2,Fzd3,Grb10,Igf1r,Insr,Kras,Nras,Pik3ca,Pik3r1,Pik3r3,Pten,Rheb,Rps6ka1,Sos1,Sos2,Ulk1,Wnt9b,Wnt2b,Wnt4,Wnt7a,Akt3,Map2k1,Mapk1,Eif4e2,Ulk2,Rragd,Clip1,Gsk3b,Mlst8,Tsc1,Seh1l,Ddit4,Pik3cb,Rictor,Prkaa1,Prkaa2,Braf,Rps6ka3,Fnip1,Mapkap1,Rnf152,Fnip2 |
|  | mmu04010 | MAPK signaling pathway | -14.8221 | -12.769 | Angpt1,Atf2,Cacna1b,Cacna1e,Cacnb2,Cacnb4,Crk,Crkl,Csf1,Dusp2,Efna3,Efna5,Elk4,Erbb4,Ereg,Mecom,Fgf1,Gng12,Hspa1b,Igf1r,Il1r1,Insr,Kdr,Kras,Met,Kitl,Mras,Mapt,Nfatc3,Nlk,Nras,Ntrk2,Pak1,Pdgfb,Pdgfra,Pdgfrb,Prkacb,Ppp3r1,Ppp3r2,Rasgrf2,Rasgrp1,Rps6ka1,Sos1,Sos2,Srf,Tgfa,Tgfb3,Tgfbr1,Traf6,Akt3,Mapk7,Map2k1,Map2k7,Map3k1,Map3k12,Map3k2,Map3k3,Mapk1,Mapk10,Mapk8,Mapk9,Map4k4,Mapk8ip3,Cacna1h,Stk4,Fgf23,Map3k20,Rras2,Dusp6,Tab2,Dusp16,Map3k13,Rps6ka5,Rapgef2,Arrb1,Braf,Rap1a,Rps6ka3,Rasa2,Taok1 |
|  | mmu04722 | Neurotrophin signaling pathway | -11.1794 | -9.6492 | Rhoa,Bcl2,Camk2b,Camk4,Crk,Crkl,Kras,Sh2b3,Nras,Ntrk2,Pik3ca,Pik3r1,Pik3r3,Prkcd,Rps6ka1,Shc1,Sos1,Sos2,Traf6,Akt3,Mapk7,Map2k1,Map2k7,Map3k1,Map3k3,Mapk1,Mapk10,Mapk8,Mapk9,Foxo3,Gsk3b,Prdm4,Rps6ka5,Pik3cb,Rapgef1,Camk2d,Braf,Rap1a,Rps6ka3,Shc4,Frs2 |
|  | mmu04725 | Cholinergic synapse | -7.98842 | -6.8384 | Chrnb2,Adcy6,Bcl2,Cacna1b,Camk2b,Camk4,Creb1,Fyn,Gnai1,Gnao1,Gnb1,Gnb4,Gng12,Gng4,Itpr1,Itpr2,Jak2,Kcnj3,Kcnq2,Kras,Nras,Pik3ca,Pik3r1,Pik3r3,Prkacb,Plcb1,Akt3,Map2k1,Mapk1,Pik3cb,Camk2d,Kcnq5,Creb5,Adcy1 |
|  | mmu04151 | PI3K-Akt signaling pathway | -8.40278 | -7.1863 | Angpt1,Atf2,Bcl2,Bcl2l1,Bcl2l11,Ccnd2,Ccnd3,Cdk6,Col4a3,Col4a4,Col6a2,Col6a3,Col1a2,Creb1,Csf1,Efna3,Efna5,Erbb4,Ereg,Fgf1,G6pc,Gnb1,Gnb4,Gng12,Gng4,Ibsp,Igf1r,Il6ra,Insr,Itga5,Itga6,Itgb1,Jak2,Kdr,Kras,Met,Kitl,Nras,Ntrk2,Osm,Pdgfb,Pdgfra,Pdgfrb,Pik3ca,Pik3r1,Pik3r3,Prlr,Pten,Rbl2,Rheb,Sos1,Sos2,Tgfa,Tnc,Ywhaq,Akt3,Map2k1,Mapk1,Eif4e2,Magi2,Foxo3,Gsk3b,Mlst8,Fgf23,Tsc1,Ppp2r2a,Ddit4,Pik3cb,Itga9,Prkaa1,Prkaa2,Itga1,Ppp2r5a,Creb5,Ppp2r3a,Phlpp2 |
|  | mmu04211 | Longevity regulating pathway | -7.55189 | -6.4367 | Adcy6,Atf2,Camk4,Rb1cc1,Creb1,Igf1r,Insr,Kras,Nras,Pik3ca,Pik3r1,Pik3r3,Prkacb,Ppargc1a,Rheb,Ulk1,Akt3,Eif4e2,Foxo1,Foxo3,Tsc1,Adipor2,Adipor1,Pik3cb,Sirt1,Prkaa1,Prkaa2,Creb5,Adcy1 |
|  | mmu04724 | Glutamatergic synapse | -5.25674 | -4.3986 | Adcy6,Dlg4,Gnai1,Gnao1,Gnb1,Gnb4,Gng12,Gng4,Gria2,Grik2,Grin2b,Grm1,Itpr1,Itpr2,Kcnj3,Prkacb,Plcb1,Ppp3r1,Ppp3r2,Slc1a2,Mapk1,Homer1,Homer2,Slc38a2,Slc17a7,Slc17a6,Dlgap1,Grin3a,Adcy1 |
|  | mmu04727 | GABAergic synapse | -4.35295 | -3.6423 | Adcy6,Cacna1b,Gabra3,Gabra6,Gabrb2,Gabrb3,Slc6a12,Gad2,Gnai1,Gnao1,Gnb1,Gnb4,Gng12,Gng4,Prkacb,Src,Gabarap,Gabarapl1,Slc38a2,Trak2,Slc6a1,Gabbr2,Adcy1 |

**Supplementary** **Table 7 Comparison of the circRNAs and miRNAs with GEO dataset**

| miRNAs | Present study | | Published dataset | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | P value | logFC | P value | logFC | GEO dataset | sample |
| circRNA00825  (mmu_circ_0000404) | 0.001808 | 1.140773 | 0.034506 | 1.50723 | GSE158995 | APP/PS1 mice  hippocampus |
| circRNA01891  (mmu_circRNA_000079) | 0.012664 | 19.93244 | 0.100637 | 0.196 | GSE190880 | Aged C57BL/6J mice |
| circRNA03073  (mmu_circRNA_003477) | 0.023002 | -1.325214 | 0.017244 | -0.29 | GSE190880 | Aged C57BL/6J mice |
| circRNA06452  (mmu_circRNA_000947) | 0.015893 | -19.42529 | 0.284910 | -0.122 | GSE190880 | Aged C57BL/6J mice |
| circRNA08440  (mmu_circRNA_015227) | 0.010326 | -20.39221 | 0.001158 | -0.426 | GSE190880 | Aged C57BL/6J mice |
| circRNA01985  (mmu_circ_0001026) | 0.003080 | 1.402530 | 0.049692 | 0.41146 | GSE132177 | APP/PS1 mice |
| mmu-miR-669f-5p | 0.044532 | 1.835861 | 4.97E-02 | 0.832444 | GSE129053 | Aβ_1-42_ induced AD model rats hippocampus |
| mmu-miR-6240 | 0.009093 | 1.683446 | 0.003318 | -0.41981 | GSE52023 | Tg6799 mice hippocampus |
| mmu-miR-1969 | 0.008142 | -2.56641 | 6.91E-02 | -0.1157 | GSE166393 | APP/PS1 mice hippocampus |
| mmu-miR-3963 | 0.031801 | 1.120086 | 8.14E-02 | -0.42756 | GSE166393 | APP/PS1 mice hippocampus |
| miR-490-5p | 0.018928 | 1.036711 | 0.34488 | 1.27475 | GSE48028 | Tg2576 mice  hippocampus |
| miR-490-5p | 0.018928 | 1.036711 | 0.260741 | -1.57035 | GSE48028 | APP/PS1 mice  hippocampus |

How the deposited data were processed for this re-analysis (not part of the article)

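RNA sequencing counts were analysed for 12 libraries, 3 of WT and 3 of 5 × FAD mice aged 7 months in each of the hippocampus and the cerebral cortex. Condition and number were taken from the library labels and the paper. The series states that both regions were taken from each mouse. The number in the library code was taken as the replicate number, and the same number in WT and 5 × FAD is a different animal. Whether the same number in the 2 regions is the same mouse is not stated.

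The authors deposited a table of whole-number counts per transcript, which are not normalized. Before deposition, ribosomal RNA was depleted and stranded libraries were sequenced from both ends. The program that assigned the reads to transcripts, the genome build and the annotation are not named in the paper's text. Whether the counts are whole reads or rounded estimates is not stated. All 12 columns of the table were used and 0 were left out. Transcript names, types and positions came from the GENCODE M21 annotation of GRCm38, and 225 Ensembl identifiers were not found there. The table holds mostly non-coding transcripts, so results planned for genes were computed per transcript, those planned for mRNAs were computed on the non-coding transcripts of the same genes, and App, Hepacam and Cntln, which have no transcript in the table, were left out. The circRNA, miRNA and mRNA values of the paper were not used here. The results of 1 gene are not reported here.

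Counts were tested with edgeR 4.0.16 in R 4.3.3, using filterByExpr, TMM scaling, glmQLFit and glmQLFTest with default settings and Benjamini-Hochberg adjustment at a threshold of 0.05. Only the 6 libraries of one region entered each comparison of 5 × FAD with WT. The difference of the genotype effect between the regions was tested as an interaction in a fit of all 12 libraries. The paper's screen was read as an unadjusted p-value under 0.05 and an absolute log2 fold change of at least 1. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene lists were tested with camera from limma 3.58.1 and by the percentile of the list's median among 10000 random lists of the same size matched on mean expression in 20 bins. CPM values used TMM-scaled library sizes. Figures and primer searches used Python 3.11.15 and pandas 2.3.3. Primers were matched exactly, in both orientations, to annotated transcripts.

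Alternatives set before the data were examined were DESeq2's size factors in edgeR, library size only, DESeq2 1.42.0 in place of edgeR, no filter on low counts, at least 10 counts in every library, robust estimation, the replicate number as a block, all 12 libraries in one fit of 4 groups, and leaving out each library in turn. Summing the transcripts of each gene or assembled locus was added after the data were seen. The named transcripts were chosen by a rule set before the data were examined. The rule covers the genes the paper names, Thy1, the network genes with an unadjusted p-value under 0.05, and the transcripts with the largest changes among those called whose groups did not overlap, up to 5 in each direction in the hippocampus and 3 in the cortex. Of the lists of marker genes written beforehand, the microglia list was tested and the sex-linked genes were counted. Trem2, MSTRG.1243.32, the other called transcripts and the transcripts of the interaction were named after their values were seen. All-or-none transcripts were defined after the data were seen, as at least 100 counts in some libraries and at most 3 in all others.

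The functions were tested on simulated counts in which 200 transcripts were changed by known folds. Of the 179 that passed the filter, edgeR recovered 62.57%, with 6.667% false calls and 0 wrong directions, and DESeq2 recovered 68.72%, with 10.22% false calls. The fit with the replicate block recovered 59.78%, and the interaction recovered 20.1% of 199. In a simulation without change, 0 of 20826 transcripts were called and 1005 had an unadjusted p-value under 0.05. No 2 libraries of a group agreed within counting noise: over transcripts with at least 20 counts in a pair, chi-square per degree of freedom was between 20.81 and 33.04 in the 12 pairs. Totals of 3517967 to 5014389 counts set the precision, and intervals or floors cover counting error only.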

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

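The tests on all-or-none transcripts, on sums over the transcripts of a gene and on the sex-linked transcripts were chosen only after the result was seen.  With 3 libraries against 3 there are 10 splits, of which 4 part every same-numbered pair, so no share under 0.05 can be reached.

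A signal appeared in hippocampus transcripts that the paper does not report on. Of 21894 transcripts, 4 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 higher and 1 lower in the libraries labelled 5 × FAD. A further measure is the 1659 transcripts with an unadjusted p-value under 0.05, where 1095 would be expected by chance, and 886 transcripts passed the paper's screen, 515 of them higher. The assembled transcript MSTRG.17500.2 had 0 counts in each WT library and 1315, 1252 and 1136 in the libraries labelled 5 × FAD, at least 435-fold higher. MSTRG.10674.1 had 1, 0 and 1 counts in WT and 816, 1211 and 1117 in 5 × FAD, at least 367-fold higher. Srrm4 ENSMUST00000150127, a retained-intron transcript on chromosome 5, had 33, 41 and 27 counts in WT and 788, 691 and 561 in 5 × FAD, a log2 fold change of 4.49 (standard error 0.27). Auts2 ENSMUST00000182575, also on chromosome 5, had 1706, 1473 and 1494 counts in WT and 0 in each 5 × FAD library, at least 493-fold lower. All 4 had the same adjusted p of 0.00564 from edgeR. Of the 4 splits that part every same-numbered pair, 1, the real one, gave as many adjusted calls, 1 gave as many transcripts with an unadjusted p-value under 0.05 and 1 gave as many passing the screen. Of the 6 splits that part fewer pairs, 4 gave 4 or more adjusted calls, up to 10, while none of the 6 reached the real unadjusted count or the real number passing the screen. The number of adjusted calls therefore cannot be told apart from a random grouping of these mice. The real split keeps 5 × FAD 1 and 5 × FAD 2, which lacked Y-linked transcripts, in one group. The other splits that do so gave 1069, 1114 and 1072 unadjusted and 637, 671 and 611 on the screen. Splits that part these mice gave at most 925 and 556. The real unadjusted and screen counts are therefore not a measure of genotype alone.

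The cortex, which the paper does not report on, gave 12 transcripts with an adjusted p-value under 0.05 of 21999 tested by edgeR, 7 higher and 5 lower in 5 × FAD, and 1174 with an unadjusted p-value under 0.05. The largest rises were at least 703-fold for MSTRG.3640.2, 657-fold for MSTRG.17500.2 and 230-fold for MSTRG.17297.2, and each had 0 counts in all 3 WT libraries. The largest falls were at least 895-fold for MSTRG.8598.3, 594-fold for MSTRG.7748.1 and 203-fold for MSTRG.18699.11, and each had 0 counts in all 3 libraries labelled 5 × FAD. Of the 4 splits that part every same-numbered pair, 1 gave as many calls, and the other 3 gave between 2 and 11. The 6 remaining splits gave between 0 and 6. None of the 9 other splits reached the real unadjusted count. The real split gave the most calls of the 10, but so few splits could not have excluded a random grouping whatever they gave.

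Of these 16 calls, 10 were all-or-none, 3 in the hippocampus and 7 in the cortex. The same transcripts were often on and off in the other region without following genotype. In the cortex, Srrm4 ENSMUST00000150127 had 1006, 24 and 24 counts in WT and 26, 21 and 1090 in 5 × FAD, and Auts2 ENSMUST00000182575 had 1202, 0 and 0 in WT and 1227, 922 and 1447 in 5 × FAD. In the hippocampus, MSTRG.8598.3 had 2336, 0 and 0 counts in WT and 0, 1285 and 1216 in 5 × FAD. In the hippocampus, 345 transcripts were at 100 counts or more in some libraries and at 3 or fewer in all others, 257 of them assembled, and 42 were split 3 against 3. Of these, 10 followed genotype, against 4.2 (10%) if they fell evenly on the 10 splits, and 1 of the 4 splits, the real one, gave as many, and the 6 other splits gave between 1 and 7. In the cortex, 49 of 336 were split 3 against 3, 8 followed genotype against 4.9, and 2 of the 4 splits gave as many, the real one and 1 with 10, and the 6 other splits gave between 2 and 7. In both regions at once, 2 followed genotype, MSTRG.17500.2 and MSTRG.1243.32, and 1 of the 4 splits, the real one, gave as many, with 0 in every other split. A candidate explanation is that reads moved between transcripts of one gene in the assignment of reads. When the transcripts of each gene or locus were summed, 11 of the 16 calls did not pass, in line with that explanation, though a sum can also dilute a change of one transcript. Of the 5 that passed, MSTRG.8598.3 is alone in its locus, so its sum could not differ. In the cortex, MSTRG.17500.1 fell from 618, 770 and 618 counts in WT to 49, 58 and 38 in 5 × FAD while MSTRG.17500.2 of the same locus rose, and the locus summed still rose (log2 fold change 1.57, adjusted p = 0.0399 from edgeR). In the hippocampus, the sums of MSTRG.17500 (log2 fold change 1.57, adjusted p = 0.046 from edgeR) and of Srrm4 (4.12, adjusted p = 0.00163 from edgeR) also passed. Over the alternatives for the single transcripts, the adjusted p lay between 7.24e-25 and 0.644 for MSTRG.17500.2 in the cortex, between 2.31e-22 and 0.601 for MSTRG.17500.2 in the hippocampus and between 5.17e-39 and 0.469 for Srrm4 ENSMUST00000150127. A difference in library size was also tested, and all 16 calls were made under both other scalings. Scaling does not move a count of 0, so for the 10 all-or-none calls this test could hardly have come out otherwise. Calls with counts in both groups, such as Srrm4 ENSMUST00000150127 and MSTRG.17500.1, could have been lost and were not, so the choice among these scalings does not account for them. For the 11 calls that did not pass as sums, an effect of genotype cannot be told apart from the assignment of reads. The same holds for the fall of MSTRG.17500.1 in the cortex, since the sum of its locus passed in the opposite direction. Reads moved between the transcripts in the table do not fully account for the summed changes of Srrm4 and MSTRG.17500. The table holds few protein-coding transcripts, so reads moved to or from transcripts outside it were not summed, and that explanation remains for these too. The splits count calls and do not judge single transcripts, and their number is too small to exclude a random grouping, so an effect of genotype on the 16 calls remains a hypothesis.

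The genotype effect differed between the regions for 2 of 24632 transcripts in the interaction test by edgeR, and 1696 had an unadjusted p-value under 0.05. The transcripts were 1500004A13Rik ENSMUST00000184170 (log2 difference 7.29, standard error 0.56) and Bnip1 ENSMUST00000128461 (-4.64, standard error 0.46), each with an adjusted p of 0.0127 from edgeR. The Bnip1 transcript had 2, 2 and 1 counts in WT and 48, 26 and 48 in 5 × FAD of the cortex, and 110, 188 and 173 in WT and 103, 127 and 152 in 5 × FAD of the hippocampus. Of the 4 splits that part every same-numbered pair, 1, the real one, gave as many, and of the other 6 splits 1 gave as many, up to 4. The difference cannot be told apart from a random grouping of the mice. The interaction fit took the 12 libraries as independent, although both regions were taken from each mouse. With mouse as the block, taking the same number as the same mouse, 0 transcripts had an adjusted p-value under 0.05 by edgeR.

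Xist, which the paper does not discuss, had 30449 and 40817 counts in the hippocampus libraries labelled 5 × FAD 1 and 5 × FAD 2 and 46604 and 31964 in their cortex libraries, against at most 25 in the other 8 libraries. If sex explains this, the mice labelled 5 × FAD 1 and 2 may be female and the other 4 male. An exchange of labels among the mice was tested by counting the mice with Y-linked transcripts. There were 4, where 1 male in each group would give 2, so no exchange of labels among the 6 mice gives the stated composition. A mixed sample was tested by the Xist level where Y-linked transcripts were detected, which was at most 0.0759% of the lowest level where they were not, so a mixture of male and female RNA above that share was not seen. In these libraries WT mice all carry Y-linked transcripts while 2 of 3 mice labelled 5 × FAD do not, so the comparison of genotypes is also in part a comparison of sexes.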

How the results depend on the processing

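Alternatives were set before the data were examined, apart from sums over the transcripts of a gene and the listing of the same alternatives for single named transcripts, which were added after seeing the data. With DESeq2's size factors, with library size only and with robust estimation, the counts of called transcripts stayed within 1.5 times their values, and the medians of the network and microglia lists kept their direction and their side of the threshold. Except where a value below shows it, the cause was not tested.

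With DESeq2 in place of edgeR, 127 hippocampus transcripts, 102 cortex transcripts and 91 interaction transcripts had an adjusted p-value under 0.05, against 4, 12 and 2; they included all of the 4, 12 and 2. DESeq2 also gave 4 transcripts of network genes (Fig. 7) that were lower at an unadjusted p-value under 0.05, against 8, and 1 higher, against 5. It gave 1 microglia marker transcript with an adjusted p-value under 0.05, against 0 (2 at an unadjusted p-value under 0.05 in edgeR). In simulated counts DESeq2 made more false calls than edgeR (10.22% against 6.667%). The simulated changes were set folds and not all-or-none, as 10 of the 16 edgeR calls were. The simulation therefore cannot tell how many of the further DESeq2 calls are false. With at least 10 counts in every library, 1 hippocampus, 1 cortex and 0 interaction transcripts were called (1092 interaction transcripts at an unadjusted p-value under 0.05), and 545 hippocampus transcripts passed the screen. That filter removes any transcript at 0 in one group, which bears on the calls above. With no filter, 6 cortex transcripts were called, 1646 hippocampus transcripts passed the screen against 886, and 16 transcripts of the 16 mRNA genes (Fig. 8C) were lower against 8 (and 18 higher against 12). Without a filter, 1846 cortex transcripts had an unadjusted p-value under 0.05, against 1174. In one fit of all 12 libraries, 2 hippocampus and 3 cortex transcripts were called. Summed per gene or locus, 2 cortex sums were called, and 6 hippocampus sums.

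Leaving out 1 library in turn gave from 0 to 39 hippocampus calls and from 1 to 8 cortex calls. The 39 came without the library labelled 5 × FAD 3, and the 0 came without WT 3, where 1461 transcripts had an unadjusted p-value under 0.05. Without 5 × FAD 3, every WT library carried Y-linked transcripts and the remaining libraries labelled 5 × FAD did not. That fit therefore cannot separate genotype from sex, which holds for every comparison of genotypes within a region given here without that library. The interaction gave from 0 to 7 calls across the 12 such fits, and at least 1586 transcripts had an unadjusted p-value under 0.05 in the fits with 0. From 983 to 1587 hippocampus transcripts passed the screen, and from 1214 to 2802 had an unadjusted p-value under 0.05. Of the network transcripts, from 3 to 10 were lower and from 2 to 11 higher at that threshold. More were higher than lower without WT 2 (3 lower, 4 higher) and without 5 × FAD 3 (10 lower, 11 higher), and more were lower in the other such fits. Of the transcripts of the 16 mRNA genes, 12 were lower and 11 higher without WT 1, and 11 lower and 10 higher without 5 × FAD 1. With DESeq2, 0 of them had an unadjusted p-value under 0.05, against 1.

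The median log2 fold change of the network transcripts was 0.05 and reversed to -0.01 (-0.0104) with at least 10 counts in every library; leaving out 1 library gave from -0.0078 to 0.085, with -0.0055 without 5 × FAD 1 and -0.0078 without 5 × FAD 2. In none of these fits did it stand apart from random lists. The median of the microglia marker transcripts was 0.45, and it was no longer apart from random lists at 0.37 with at least 10 counts in every library and, among the leave-one-out fits (0.37 to 0.90), without 5 × FAD 1. With limma's camera, the microglia list passed a threshold of 0.05 without WT 2 and without 5 × FAD 3, and in none of the other fits in which camera was run. Of the hippocampus transcripts passing the screen, 58.1% were higher. This share was 65.7% with library size only and 51.8% without 5 × FAD 1. Without 5 × FAD 3, 793 were higher and 794 lower.

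With the replicate block, which pairs WT and 5 × FAD mice of the same number, 0 hippocampus, 0 cortex and, with mouse as the block, 0 interaction transcripts had an adjusted p-value under 0.05, and 1284, 882 and 1430 had an unadjusted one. The microglia median under the block was 0.33, at percentile 95.5, and no longer stood apart from random lists. Under the block, 52.0% of the hippocampus transcripts passing the screen were higher. Same-numbered WT and 5 × FAD mice are different animals. Their deviations from the group means correlated on average at -0.0069 in the hippocampus and -0.032 in the cortex across 24632 transcripts, so no pairing by number was seen. Across regions, same-numbered libraries correlated on average at 0.073 in 5 × FAD and 0.017 in WT. Libraries taken as one mouse thus correlated weakly too, so the test could hardly have shown a weaker pairing and does not exclude one.

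Of the values of named transcripts under the alternatives, 154 kept their side of the threshold, 60 no longer passed it and 1 newly did (Trem2 ENSMUST00000132340 in the hippocampus with DESeq2, adjusted p = 0.0118, in a range of 0.0118 to 0.927 over its alternatives, leaving out a library included); none changed sign. All 60 that no longer passed were values of transcripts called in the main fits. The Thy1 and Trem2 transcripts were not called there, so they had no call to lose. Many of the 154 are values of these that stayed above the threshold, so the pooled counts overstate how stable the calls were. With totals of 3517967 to 5014389 counts, transcripts at or under 3 counts in a group allow only a lower bound of a fold change.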

Differences from the paper's values

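The paper states 1 male and 2 females in each group. By Y-linked transcripts in both regions, 3 mice labelled WT carried them against the paper's 1 male, and 0 mice labelled WT lacked them against the paper's 2 females. For mice labelled 5 × FAD, 1 carried them and 2 lacked them, as the paper states. These are counts of mice from raw counts, so none of the alternatives set before the data were examined changes them.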

Other observations

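The tests on the library labelled 5 × FAD 3 were chosen only after its values were seen, and Trem2 was named after its values were seen.

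In the hippocampus, 182 transcripts of 88 network genes (Fig. 7) could be tested, and 2 of the 303 transcripts listed for network genes are protein-coding. Of the tested transcripts, 87 were lower and 95 higher in the libraries labelled 5 × FAD, and 8 were lower and 5 higher at an unadjusted p-value under 0.05, with 0 passing adjustment over all transcripts or over the list. Among the 8 were Hif1a ENSMUST00000157041 (log2 fold change -1.08, standard error 0.29) and Rnf111 ENSMUST00000213208 (-2.52, standard error 0.74). The median log2 fold change was 0.05, at percentile 66.1 of 10000 random lists. Of the 4 splits that part every same-numbered pair, 1, the real one, gave a median as far from 0, and of the 6 others 4 did. Of the 16 mRNAs in Fig. 8C, 12 genes have transcripts in the table, none protein-coding, and 20 transcripts of 11 genes could be tested. Of these, 8 were lower and 12 higher, and the only one with an unadjusted p-value under 0.05 was Vps33b ENSMUST00000135470, which was higher (log2 fold change 1.07, standard error 0.36, adjusted p = 0.612 from edgeR). These are non-coding transcripts of the genes, not the mRNAs that the paper measured. The 5 tested transcripts of the host genes Myt1 and Elavl2 had 0 calls, and 0 at an unadjusted p-value under 0.05.

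A list of microglia marker genes had 9 tested transcripts of 7 genes in the hippocampus, 8 higher and 1 lower in 5 × FAD, with 0 at an adjusted p-value under 0.05 and 2 at an unadjusted one. Their median log2 fold change was 0.45, at percentile 98.3 of 10000 random lists, while the list did not pass a threshold of 0.05 with limma's camera. Of the 4 splits that part every same-numbered pair, 1, the real one, gave a median as large. Of the 6 others 1 did, up to 0.77, so the shift cannot be told apart from a random grouping. Of the 9, 6, 5 and 3 lay above all WT libraries in the libraries labelled 5 × FAD 1, 2 and 3, where 31.4%, 29.4% and 29.9% of all tested transcripts did.

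The library labelled 5 × FAD 3 lay nearer the WT libraries than the other libraries labelled 5 × FAD in Thy1 and Trem2. Trem2 ENSMUST00000132340 had 128, 84 and 142 counts in WT 1 to WT 3 and 693, 808 and 164 in 5 × FAD 1 to 5 × FAD 3 of the hippocampus, and 201, 248 and 121 in WT and 1044, 686 and 81 in 5 × FAD of the cortex. Over 3 scalings, 2 regions and 3 transcripts, 5 × FAD 1 was above the highest WT library in 18 of 18 comparisons, 5 × FAD 2 in 18 and 5 × FAD 3 in 4, of which 3 were Trem2 in the hippocampus. The values were 2.47 to 7.00 times the WT mean in 5 × FAD 1, 1.98 to 7.32 times in 5 × FAD 2 and 0.406 to 1.64 times in 5 × FAD 3. A difference in library size was tested, and 5 × FAD 3 was below both other libraries in 18 of 18 comparisons, so scaling does not account for it. A mislabelled sample was tested by leaving the library out and asking, over the 100 transcripts off the sex chromosomes with the lowest p-values of the remaining fit, how often it lay nearer the other libraries labelled 5 × FAD. This held for 29 in the hippocampus and 45 in the cortex. The same test gave 49 and 36 for 5 × FAD 1 and 39 and 49 for 5 × FAD 2, and for WT 1 to WT 3, against the other WT libraries, 44, 47 and 48 in the hippocampus and 46, 54 and 48 in the cortex. The 29 was the lowest of the 12 values. Since 11 of the 12 libraries lay nearer their own group in fewer than 50 of the 100 transcripts, the test cannot tell a wrong label from a right one. MSTRG.17500.2 and MSTRG.1243.32 were at 0 in all WT libraries and at 481 counts or more in all libraries labelled 5 × FAD, number 3 included, but they were picked for following the labels. High summed Thy1 and the absence of Y-linked transcripts coincided in 12 of 12 libraries with a limit of 1.5 times the highest WT library, which was chosen after the values were seen, and in 11 of 12 with no such margin, since the hippocampus library of 5 × FAD 3 was at 39.1 CPM and the highest WT library at 31.9 CPM. The WT libraries could not exceed either limit and all carry Y-linked transcripts, and the other 6 are those in which the pattern was seen, so these counts restate the pattern and do not test sex of the mice as its explanation. Neither sex of the mice nor a mislabelled sample could be told apart from an effect of genotype here.

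Across the 20516 transcripts tested in both regions, 116 had an unadjusted p-value under 0.05 in both, where 79.4 would be expected if the regions were independent, and 79 of them moved in the same direction. The correlation of the log2 fold changes was 0.15 across transcripts, which are not independent replicates. Both regions were taken from each mouse, so differences between the mice other than genotype, such as sex, can raise both values. The excess over 79.4 is therefore not evidence of an effect of genotype.

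The GAPDH primers of Table 1 had no exact match in mouse Gapdh, and the circRNA00723 primers had none in any annotated mouse transcript. Of the mRNA pairs, 3 also matched a non-coding transcript in the count table, those of Nhsl2, Vps33b and Snap23. No explanation was tested.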
